# Genome-Wide Mapping of Decay Factor–mRNA Interactions in Yeast Identifies Nutrient-Responsive Transcripts as Targets of the Deadenylase Ccr4

**DOI:** 10.1534/g3.117.300415

**Published:** 2017-11-20

**Authors:** Jason E. Miller, Liye Zhang, Haoyang Jiang, Yunfei Li, B. Franklin Pugh, Joseph C. Reese

**Keywords:** Ccr4-Not, mRNA decay, Dhh1 RNA, immunoprecipitation-seq

## Abstract

The Ccr4 (carbon catabolite repression 4)-Not complex is a major regulator of stress responses that controls gene expression at multiple levels, from transcription to mRNA decay. Ccr4, a “core” subunit of the complex, is the main cytoplasmic deadenylase in *Saccharomyces cerevisiae*; however, its mRNA targets have not been mapped on a genome-wide scale. Here, we describe a genome-wide approach, RNA immunoprecipitation (RIP) high-throughput sequencing (RIP-seq), to identify the RNAs bound to Ccr4, and two proteins that associate with it, Dhh1 and Puf5. All three proteins were preferentially bound to lowly abundant mRNAs, most often at the 3′ end of the transcript. Furthermore, Ccr4, Dhh1, and Puf5 are recruited to mRNAs that are targeted by other RNA-binding proteins that promote decay and mRNA transport, and inhibit translation. Although Ccr4-Not regulates mRNA transcription and decay, Ccr4 recruitment to mRNAs correlates better with decay rates, suggesting it imparts greater control over transcript abundance through decay. Ccr4-enriched mRNAs are refractory to control by the other deadenylase complex in yeast, Pan2/3, suggesting a division of labor between these deadenylation complexes. Finally, Ccr4 and Dhh1 associate with mRNAs whose abundance increases during nutrient starvation, and those that fluctuate during metabolic and oxygen consumption cycles, which explains the known genetic connections between these factors and nutrient utilization and stress pathways.

An important aspect of gene regulation is the proper control of mRNA levels, which is the product of both synthesis and decay. Although the earliest studies placed the greatest attention on how mRNA levels are controlled through transcription, interest in the role of mRNA decay is increasing. In yeast, the canonical mode of degradation starts with the shortening of the poly(A) tail by Pan2/3p and the main cytoplasmic deadenylase, Ccr4p, which is part of the Ccr4-Not complex (Brown *et al.* 1996; Tucker *et al.* 2001; Chen *et al.* 2002; Goldstrohm and Wickens 2008; Wahle and Winkler 2013). Deadenylation is followed by the removal of the 5′ cap by Dcp1/2p, which leads to exonucleolytic cleavage of the mRNA in the 5′ to 3′ direction by Xrn1p (Eulalio *et al.* 2007). Alternatively, 3′ to 5′ decay is catalyzed by the exosome complex in a regulated manner (Schmid and Jensen 2008). Additional proteins bind specific regions on the mRNA, such as the 3′ UTR (untranslated region), to mediate decay and the localization of the mRNA (Goldstrohm and Wickens 2008). Remarkably, even among the most well-studied factors like Ccr4p, it remains unclear how and what regulates their recruitment to mRNAs across the transcriptome.

Ccr4-Not is composed of nine conserved core subunits that form a 0.9–1.2 MDa protein complex: Not1 through Not5, Caf1/Pop2, Ccr4, Caf40, and Caf130 (Miller and Reese 2012; Collart 2016). The Ccr4-Not complex interacts with a number of other proteins, such as the RNA-binding proteins (RBPs) Puf5 and the RNA helicase Dhh1 (Hata *et al.* 1998; Coller *et al.* 2001; Maillet and Collart 2002; Goldstrohm *et al.* 2006; Tarassov *et al.* 2008; Alhusaini and Coller 2016). Puf5 is a member of the Fem-binding family of proteins (Quenault *et al.* 2011) that binds to a motif in the 3′ UTR of mRNAs and enhances deadenylation by Ccr4-Not (Goldstrohm *et al.* 2006, 2007). Recent crystallography studies verified the interaction between Dhh1 and the N-terminus of Not1 (Chen *et al.* 2014; Mathys *et al.* 2014). Although Dhh1 binds to Ccr4-Not, it is much more abundant, and additionally inhibits translation and promotes the decapping of mRNAs (Ghaemmaghami *et al.* 2003; Coller and Parker 2005; Sweet *et al.* 2012; Radhakrishnan *et al.* 2016). Although these three proteins physically and genetically interact with each other, they play distinct functions in mRNA regulation (Miller and Reese 2012; Presnyak and Coller 2013); thus, it is unclear to what extent their mRNA targets overlap.

One of the features of Ccr4-Not that makes it an intriguing complex to study is that it regulates both transcription and mRNA degradation (Miller and Reese 2012; Collart 2016). The deletion of Ccr4-Not subunits affects the abundance, decay, and synthesis of many mRNAs (Grigull *et al.* 2004; Cui *et al.* 2008; Molina-Navarro *et al.* 2008; Sun *et al.* 2012, 2013). However, the interpretation of gene expression changes in deletion mutants, while valuable, can be influenced by complex genetic interactions and secondary effects. In the aforementioned studies, it remains unknown which changes in mRNA expression are direct and which result from perturbed mRNA synthesis or decay. Therefore, identifying the direct mRNA targets of Ccr4-Not could shed light on the molecular underpinnings behind how RNA abundance, decay, and synthesis are controlled across the transcriptome.

Here, a modified RIP-seq procedure was used to identify transcripts associated with Ccr4, Dhh1, and Puf5. In addition to showing that these factors are recruited to many of the same mRNAs, the analysis of the mRNA targets suggests that Ccr4 imparts its greatest influence on gene regulation at the level of decay *vs.* synthesis. Our study has illuminated the interplay between the two cytoplasmic deadenylases in mRNA decay. Additionally, the recruitment of these three factors negatively correlated with ribosome density, suggesting new insights into the relationship between mRNA decay and translation. Finally, we show that Ccr4 and Dhh1 bind mRNAs that fluctuate during the yeast metabolic cycle (YMC), suggesting a role for post-transcriptional regulation in reshaping the transcriptome in response to changing environmental conditions.

## Materials and Methods

### Strain construction

All strains were constructed in the BY4741 background using published protocols (Longtine *et al.* 1998). A list of strains is contained in Supplemental Material, Table S5 in File S5.

### RIP

RIP-seq was based upon a previous version of the procedure (Dutta *et al.* 2011), but incorporating changes for high-throughput sequencing of mRNAs. Cells were grown in 1 L of YPAD (2% peptone, 1% yeast extract, 0.02 mg/ml adenine sulfate, and 2% dextrose) at 30° to an OD_600_ ∼0.9, and then formaldehyde was added to 1% (v/v) for 15 min. Cross-linking was quenched with glycine (final = 136 mM) for 5 min. Subsequent steps used buffers prepared with diethyl polycarbonate-treated (DEPC) water. Cells were harvested and washed in ice-cold STE (10 mM Tris-HCl pH 8, 1 mM EDTA, 50 mM NaCl, 0.5 mM PMSF, and 1 mM benzamidine-HCl) and frozen at −80°. Cells were resuspended in FA-lysis buffer (50 mM HEPES/KOH pH 7.5, 150 mM NaCl, 1% Triton X-100, and 0.1% sodium deoxycholate) containing protease inhibitors (2 μg/ml leupeptin, 3 μg/ml aprotinin, 2 μg/ml pepstatin A, 1 μg/ml chymostatin, 1 mM benzamidine-HCl, and 0.5 mM PMSF). Cells were disrupted by vortexing in the presence of glass beads for 45 min at 4°, and then 200 µl FA-lysis buffer was added to each tube and mixed for 30 sec, twice. Cell lysate was then transferred to two 15 ml polystyrene tubes (∼1.8 ml lysate in each), sonicated with two 30 sec pulses using a Bioruptor sonicator (Diagenode, Philadelphia, PA), and then clarified by centrifugation twice at 4° at 14,000 rpm. Protein content was measured by Bradford assay (Bio-Rad) using BSA as a standard. Samples with > 7 mg/ml protein concentration were used in RIP.

Whole-cell extract (2.5 ml) was diluted with an equal volume of FA-lysis buffer (containing protease inhibitors). MgCl_2_ and CaCl_2_ were added to concentrations of 25 and 5 mM, respectively, and then RNase-free DNase I (Worthington, Lakewood, NJ) was added to 174 units per ml. The samples were incubated for 90 min at 30°. EDTA was added to 50 mM and the samples were placed on ice. Samples were spun for 10 min at 14,000 rpm at 4°, and then 1 ml of supernatant was transferred to four tubes containing 15 µl of protein A–sepharose (GE Healthcare) slurry containing 3.5 µl 9E10 (anti-myc) monoclonal antibody from ascites fluid (Biolegend). In experiments where RT-qPCR of RNA was used for validation, Protein A beads bound with 7 µl of purified 9E10 antibody were used. The samples were incubated overnight at 4° with rotation. Beads were washed three times with FA-lysis buffer, two times with FA-wash buffer 2 (50 mM HEPES/KOH pH 7.5, 1 mM EDTA, 1% Triton X-100, 0.1% sodium deoxycholate, 0.5 M NaCl, 0.5 M PMSF, and 1 mM benzamidine-HCl), three times with FA-wash buffer 3 (0.25 M LiCl, 1% NP-40, 1% sodium deoxycholate, 1 mM EDTA, 10 mM Tris-HCl pH 8.0, 0.5 M PMSF, and 1 mM benzamidine-HCl), and two times with TE buffer (10 mM Tris-HCl and 1 mM EDTA, pH 8). RNA was eluted off the beads at 65° for 20 min in 450 µl elution buffer [25 mM Tris-HCl (pH 7.5), 1 mM EDTA, 0.2 M NaCl, and 0.5% SDS]. To reverse cross-links, proteinase K was added to 70 μg/ml and incubated at 65° for 5 hr. Input samples (100 µl of extract) were supplemented with 350 μl elution buffer, 10 μl 10% SDS, and then incubated at 65° for 5 hr. The RNA was purified using an acid–phenol (pH 4.8)/chloroform (1:1) extraction followed by ethanol precipitation in the presence of 20 μg glycogen. Samples were resuspended in DEPC water, and then treated with DNase once again. RNA was extracted with acid–phenol (pH 4.8)/chloroform/isoamyl-alcohol (25:24:1) and ethanol-precipitated in the presence of 10 μg glycogen. The pellet was resuspended in DEPC water and the nucleic acids quantified using a Nanodrop instrument.

### Library construction, sequencing, and read mapping

Each sample was performed in biological triplicate except for the input, which was performed in duplicate. First, 0.5 μg of RNA from each replicate was incubated with RNase III (Ambion cat#2290) for 10 min at 37° to fragment the RNA and prepare the ends for linker addition. RNA was then concentrated using a concentration module (Invitrogen). The size and quality of the RNA was examined on a 2100 Agilent Bioanalyzer. cDNA libraries were then prepared using the SOLiD Total RNA-Seq Kit (PN 4445374). In brief, adapters were ligated onto the fragmented RNA and reverse transcribed using the SOLiD Total RNA kit. After two rounds of purification and size selection using the Agencourt AMPure XP Reagent, the library was PCR amplified and then purified using the Invitrogen PureLink PCR Micro Kit. Yield and size of amplified DNA was assessed using a 2100 Agilent Bioanalyzer. Each amplified DNA library was then clonally amplified in an emulsion PCR reaction. RIP and total RNA samples were sequenced on a SOLiD 4 platform.

All samples were downloaded separately by barcode and reads were mapped to the 2007 *Saccharomyces cerevisiae* reference genome (sg7) using SHRiMP version 2.2.2 (Rumble *et al.* 2009). Reads were trimmed 15 bp from the 3′ end as a quality control measure. During mapping, SHRiMP2 calculated a score for each read based upon mismatches, and reads with < 90% of the maximum possible score were filtered out (a 90% threshold is similar to allowing for three mismatches).

### Composite plots

Python scripts were used to create composite plots. The purpose of the scripts can be conceptually described as follows. First, the reads were aligned to a TSS (Transcription Start Site) or a TTS (Transcription Termination Site) from a published source (David *et al.* 2006), in a strand-specific manner. The read density was summarized around TSS or TTS mRNAs, then corrected for differences in total uniquely mappable reads so that the final output would be average read density per 100 million reads. Finally, the data were binned into 15 bp bins and smoothed using a 6 bp sliding window average.

### Enrichment calculation

See Figure S1 in File S5 for a diagram of the enrichment calculation. The reads per gene were tabulated after aligning reads to TSSs and TTSs identified from a published source (David *et al.* 2006). Counts per gene were used to measure reproducibility. The abundant reads from ribosomal RNAs were filtered out prior to measuring the reproducibility between the samples. To calculate enrichment, two of three replicates were processed at a time in all three combinations (*i.e.*, rep 1 *vs.* rep 2, rep 2 *vs.* rep 3, and rep 1 *vs.* rep 3) then averaged if the false discovery rate (FDR) was < 1%. Enrichment was calculated in edgeR for each gene by dividing reads in the immunoprecipitation (IP) sample by reads in the mock IP, while controlling for differences in library size among samples, (Robinson *et al.* 2010). One count was added to all genes using the prior.count argument in order to avoid infinite log_2_ values resulting from 0 reads in the mock IP. Log_2_ and p-values were calculated using the edgeR exacTest (assuming the Poisson model) and the Benjamini–Hochberg method was used to correct p-values for multiple testing (Benjamini and Hochberg 1995). To identify the regions of the mRNA bound by each factor, enrichment within the 5′ UTR, coding region, and 3′ UTR, reads were counted in a strand-specific manner using BEDOPS (Neph *et al.* 2012) and published gene annotations (Nagalakshmi *et al.* 2008). Following this step, enrichment was calculated in the same manner as for the whole RNA, as described in Figure S1 in File S5. Enrichment was also calculated across the length of mRNAs based on gene length as follows. Each replicate was first split into reads that aligned to the first-third, middle-third, and last-third of each gene before calculating enrichment. Following this step, enrichment was calculated in the same manner as for the whole RNA. For intronic analysis, HOMER was used to count reads per gene or per intron (Heinz *et al.* 2010). Enrichment was calculated separately for intronic regions using the pipeline described in Figure S1 in File S5, with the exception of using the saccer2 reference genome. A twofold enrichment cutoff was used to select for enriched intronic regions.

### Gene ontology (GO) terms analysis

For GO terms analysis, the percent ranks for enrichment values were first calculated using the =PERCENTRANK() function in Microsoft Excel. The genes among the top 20th percentile of enrichment values along with a list of all genes (“background population”) were submitted to an online GO term finder (go.princeton.edu; Boyle *et al.* 2004), after which p-values were corrected using the Bonferroni method. The following terms were not included in the figures representing the GO terms output due to their redundant nature: “regulation of cellular process,” “regulation of biological process,” “biological regulation,” and “biological_process.” The 232 mRNAs connected to “organelle organization” in the Dhh1 GO Term Finder output were submitted to GO Slim Mapper using default settings (http://www.yeastgenome.org/cgi-bin/GO/goSlimMapper.pl).

### Motif analysis

Sequence motifs were identified using FIRE (finding informative regulatory elements), which was performed either locally or on the iGET website (https://iget.c2b2.columbia.edu) using default settings to analyze “discrete” or “continuous” data on Puf5, Dhh1, and Ccr4 unstressed enrichment values using 6, 7, and 8 bins, respectively (Elemento *et al.* 2007).

### Statistical and visual analysis

Correlations were calculated in R using the cor, cor.test, or corr.test (from the “psych” package) functions. Heatscatter graphs were made using the R package “LSD.” Circles and ellipses for Venn Diagrams were made using the program eulerAPE (Micallef and Rodgers 2014) or using the package “VennDiagram” in R. Other graphs were generated using base R graphics or in Microsoft Excel. Screen shots were generated in IGV after adjusting tag count for differences in library size (Robinson *et al.* 2011; Thorvaldsdottir *et al.* 2013). Average reads per kilobase of transcript per million reads mapped (RPKM) was calculated by first adding 0.5 to each gene so as to not eventually take the log of zero, then calculating RPKM for each input separately, and finally taking the average of the two inputs.

#### External data sources:

The Comparative Dynamic Transcriptome Analysis (cDTA) data (Sun *et al.* 2012, 2013) can be downloaded from the Cramer laboratory website http://www.cramer.genzentrum.lmu.de/movies/, or can be found in the supplemental information associated with the respective publications. The RIP-Chip (Gerber *et al.* 2004; Hogan *et al.* 2008), Ribo-seq (Gerashchenko *et al.* 2012), Dhh1 CLIP-seq (Mitchell *et al.* 2013), Not1 RIP-seq (Gupta *et al.* 2016), gene run-on (GRO-Chip) (Molina-Navarro *et al.* 2008), and genome-wide ChIP (Venters *et al.* 2011) data sets were downloaded from their respective online supplemental files associated with the publication. Gene expression array data (Bradley *et al.* 2009; Arribere *et al.* 2011) was also found in the online supplemental files associated with their respective publication. The Gasch *et al.* (2000) microarray data were located online at http://downloads.yeastgenome.org/published_datasets/Expression_connection_data/. YMC gene expression values can be found at http://moment.utmb.edu/cgi-bin/dload.cgi, while processed data were obtained via E-mail (see *Acknowledgments*).

#### RT-qPCR verification:

RNA was isolated from biological triplicate (cells were grown overnight in separate flasks before harvesting) samples. Equivalent amounts of RNA from input and IP samples (∼350 ng) were used to produce cDNA using random hexadeoxynucleotide primers ([final] = 0.01 μg/μl, Promega #C1181) and AMV reverse transcriptase (0.4 unit/µl) for 1 hr at 42° in a 15 μl volume. Real-time PCR was performed using Quanta PerfeCTa SYBR Green SuperMix in a 96-well plate (in technical triplicate) in an Applied Biosystems StepOnePlus machine. For each input and IP, the average Ct value was calculated from the technical triplicates. Then the %IP was calculated using the equation 2^(Ct_Input(avg)_−Ct_IP(avg)_). The average and SD of three biological replicates was reported using the AVERAGE and STDEV functions in Microsoft Excel. See File S5 for a list of primers.

### Data availability

The data from this study will be deposited with the Gene Expression Omnibus, accession no. GSE72366.

## Results

### Factors involved in different aspects of mRNA decay specifically target the 3′ UTR of the same collection of mRNAs

RNA CLIP procedures are often used to map RNA–protein interactions, but the harvesting, processing, and UV cross-linking steps can introduce stress and change the RNA–protein interaction landscape (Mitchell *et al.* 2013; Riley and Steitz 2013). We used formaldehyde (FA) cross-linking of cells in culture, which rapidly traps protein–nucleic acid interactions in their physiological state with minimal-to-no stress response. All three proteins under study here contact RNA directly (Chen *et al.* 2002; Cheng *et al.* 2005; Goldstrohm *et al.* 2006; Dutta *et al.* 2011), but FA can potentially cross-link a protein to RNA indirectly via another protein that is in direct contact with the RNA. Percentages of cross-linking efficiency are protein-dependent and hard to estimate *in vivo*, but it is widely accepted that a protein is cross-linked to a nucleic acid only a fraction of the time; therefore, “double-hit” cross-linking is expected to occur at a low frequency. Furthermore, even if the recruitment of a protein to an RNA is through a bridging protein, this in itself is desirable and informative because it indicates that it could regulate the fate of that RNA. Finally, RNA isolation and library construction used in this procedure do not target the poly(A) tail; therefore, potential technical artifacts caused by variations in the poly(A) tail length of messages under the control of the decay machinery are reduced.

We identified RNAs associated with Ccr4, Dhh1, and Puf5 as representatives of the mRNA decay machinery because they play different roles in the regulation of mRNAs. Ccr4 is the major mRNA deadenylase; thus, its binding can estimate the decay potential of transcripts in the same way that the binding of RNA polymerase II to a gene is used to determine its transcription level. Ccr4 was chosen for study, as opposed to Pan2/3, because Ccr4 plays a more prominent role in regulating poly(A) tail length and degradation rates (Tucker *et al.* 2001; Sun *et al.* 2013). Until this study, the recruitment of Ccr4 to mRNAs has not been reported on a transcriptome-wide scale in *S. cerevisiae*.

RNAs isolated from the immunoprecipitates of extracts from cells containing a myc epitope-tagged version of each protein (*e.g.*, Ccr4 IP), and from extracts of untagged cells (from here on referred to as UT IP), were identified by high-throughput sequencing (Figure 1A). 

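RNA from 3 replicate immunoprecipitates each of Ccr4-, Dhh1- and Puf5-tagged cells and of untagged cells, and from 2 inputs of untagged cells, was sequenced after formaldehyde cross-linking of cultures grown at 30°. The authors deposited the number of reads counted on each of 5945 RNAs, and on 3 segments of each by length (5′, middle and 3′), without normalization. Of these RNAs, 4792 are mRNAs by the authors' annotation and 1 is rRNA. Between 20376517 and 23943342 reads were counted per library, with a median of 22118500. The rRNA took from 95.1% to 97.4% of each library. Counts on mRNAs ran from 476905 to 522066 in the UT IP, from 762704 to 932141 in the Ccr4 IP, from 680587 to 872795 in the Dhh1 IP, from 598628 to 757613 in the Puf5 IP and from 511419 to 600594 in the input. The median mRNA had 32 to 37 counts in a UT IP library and 73 to 98 in a Ccr4 IP library, which limits the precision for single mRNAs. As a share of all reads, mRNAs made up 2.18% ± 0.00578 (SD, n = 3) in the UT IP. The share was 3.70% ± 0.333 (SD, n = 3) in the Ccr4 IP, 3.43% ± 0.357 (SD, n = 3) in the Dhh1 IP and 3.07% ± 0.306 (SD, n = 3) in the Puf5 IP. In each of these comparisons every IP library lay above every UT IP library (exact permutation test, two-sided, p = 0.1, the smallest that 3 libraries against 3 allow). Enrichment was computed as the log2 ratio of an IP to the UT IP with edgeR, with library sizes equal to the total of all counted reads and a prior count of 1. The 12 IP libraries entered a single fit of edgeR's quasi-likelihood model, so that they share 1 estimate of the spread between replicates. The default filter of edgeR left 4921 RNAs, 4642 of them mRNAs. An RNA was called enriched with a log2 enrichment over 1 and a Benjamini-Hochberg false discovery rate (FDR) under 1%, which are the paper's cutoffs. The same 3 UT IP libraries served every comparison, so the values of the factors share the chance variation of these controls.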

The assays were carried out in triplicate and the reproducibility among all samples was very high (*R*^2^ values > 0.93) (Table S1 in File S5 and File S1). 

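Across the 5944 rows without the rRNA, the squared Pearson correlation of the counts was computed for the 13 pairs of replicates. It ranged from 0.937, between Ccr4 IP replicates 2 and 3, to 0.998, between Dhh1 IP replicates 2 and 3, with a median of 0.979. Between libraries of different groups, the 78 pairs ran from 0.654 to 0.954. These are correlations across RNAs, which are not independent replicates. The value depends on the rows used: across mRNAs alone, the lowest pair was again Ccr4 IP replicates 2 and 3, at 0.810. Replicates differed by more than the counting of reads gives, with a chi-square per degree of freedom between 2.36 in the Dhh1 IP and 11.1 in the Ccr4 IP.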

Enrichment was calculated using the workflow described in the *Materials and Methods* and as illustrated in Figure S1 in File S5. 

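Among the RNAs enriched over the UT IP, 96.3% were mRNAs in the Ccr4 IP, 97.9% in the Dhh1 IP and 97.7% in the Puf5 IP. Of all RNAs that passed the filter on counts, 94.3% were mRNAs, so most of this share comes from the RNAs that could be tested. The other enriched RNAs numbered 104 in the Ccr4 IP, 39 in the Dhh1 IP and 20 in the Puf5 IP. In the Ccr4 IP they included 47 of 108 tRNAs and 42 of 69 Ty elements, whose reads the counting could have split between near-identical copies. Small nucleolar RNAs lay below mRNAs in every IP. The median log2 ratio of 66 snoRNAs was 0.18 in the Ccr4 IP, -0.20 in the Dhh1 IP and -0.81 in the Puf5 IP, and 20 of them fell below the UT IP by more than 2-fold at an FDR under 1% in the Puf5 IP. With TMM factors, which set most RNAs at no change, the snoRNA median was below 0 in the Ccr4 IP as well, at -0.91. Against the UT input in place of the UT IP, mRNAs were 99.5% of the enriched RNAs in the Ccr4 IP, the largest move of this share among the alternatives tried.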

The vast majority (> 95%) of the transcripts enriched by each protein were mRNAs (Figure S2 in File S5, File S6). We compared the enrichment values of each decay factor to mRNA abundance (Sun *et al.* 2012) to address the question of whether these proteins are recruited to mRNAs (targeted) or if the enrichment is simply a reflection of their relative abundance in the cell (nonspecific). The mRNA enrichment to all three proteins displayed a negative correlation with abundance (Figure 1B), with the Ccr4 data showing the strongest anticorrelation (−0.41 Pearson correlation). The negative correlation between RIP-seq enrichment and abundance was observed using the input RNA-seq samples from this study and other published measurements of mRNA abundance (Table S2 in File S5). Thus, these observations are robust and applicable to multiple data sets. 

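Abundance was taken from the 2 inputs of untagged cells, as the log2 of their mean CPM with 0.5 added to each count, and compared with the enrichment of 4642 mRNAs. Pearson's r was -0.44 for Ccr4, -0.32 for Dhh1 and -0.18 for Puf5. These are correlations across mRNAs, which are not independent replicates. For single IP libraries, r lay between -0.47 and -0.40 for Ccr4, between -0.33 and -0.31 for Dhh1 and between -0.20 and -0.17 for Puf5, so the factors differed by more than the spread between replicates. In 20 sets of libraries simulated without any enrichment, the UT IP libraries included, r stayed between -0.02 and 0.04 for every factor. The median log2 enrichment in the Ccr4 IP was 1.56 for the 932 mRNAs in the lowest of 5 bins of abundance and 0.67 for the 929 in the highest bin. In the Dhh1 IP these medians were 1.09 and 0.66. The alternative that moved r most was a prior count of 5 for Ccr4, with -0.34. For Dhh1 and Puf5 it kept only mRNAs with an FDR under 1%, with -0.66 for 2566 mRNAs and -0.45 for 1142 mRNAs. This filter selects on the enrichment itself. An mRNA with few counts passes only with a large log2, which makes r more negative, so these values do not rank the factors.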

Enrichment of a transcript did not correlate with its length on a global scale either (Table S3 in File S5). Thus, the data suggest that these proteins are recruited to specific mRNAs, rather than associating with them indiscriminately based on abundance or length.

**Figure 1:**
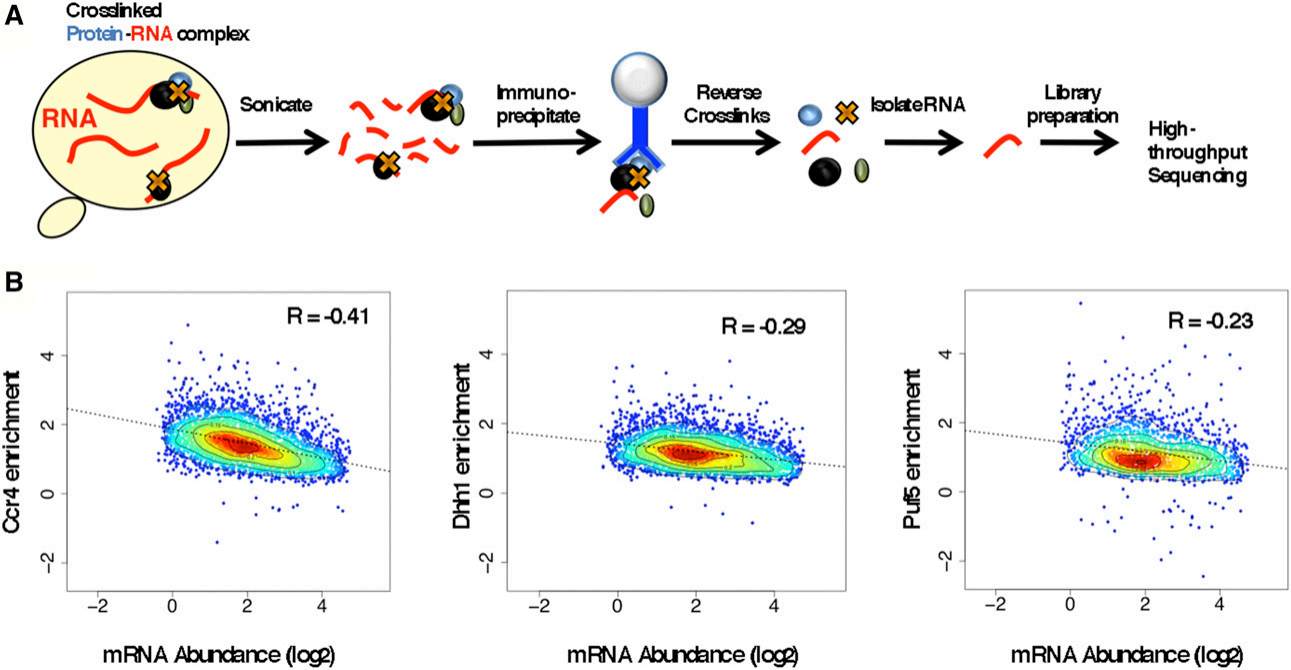
Identification of Ccr4, Dhh1, and Puf5 RNA targets. (A) An illustration of the RNA immunoprecipitation high-throughput sequencing (RIP-seq) procedure (see *Materials and Methods* for details). (B) Heat scatter plots of RIP-seq enrichment values correlated with mRNA abundance levels (mRNA/cell) on a log_2_ scale [measured in Sun *et al.* (2012)]. The *R* values within the graphs represent Pearson correlation values. The color refers to the relative concentration of data points in a single area, *i.e.*, red refers to greater density and blue to lower density. The dotted black trend line represents the least squares regression.

Ccr4, Dhh1, and Puf5 display physical and genetic interactions with each other; however, they play different roles in mRNA decay. For example, Ccr4 deadenylates the poly(A) tail located at the 3′ end, and Dhh1 regulates translation and decapping occurring at the 5′ end of mRNAs (Tucker *et al.* 2001; Fischer and Weis 2002; Coller and Parker 2005). Furthermore, Dhh1 is 15 and 34 times more abundant than either Ccr4 or Puf5, respectively (Ghaemmaghami *et al.* 2003); thus, it was unclear how well the targets of these proteins would overlap and if they would be found at the same location on mRNAs. 

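The log2 enrichments of the factors were compared pairwise across the 4642 mRNAs. Pearson's r was 0.67 between Ccr4 and Dhh1, 0.61 between Dhh1 and Puf5 and 0.51 between Ccr4 and Puf5. Because all 3 enrichments use the same UT IP libraries, r lies above 0 without any enrichment. Libraries with unchanged mRNAs were simulated for each IP, with simulated UT IP libraries that the factors shared. They gave a mean r of 0.49 for Ccr4 and Dhh1, 0.50 for Dhh1 and Puf5 and 0.50 for Ccr4 and Puf5. The highest of the 20 simulated values was 0.51, 0.51 and 0.52 for these pairs. The observed r of Ccr4 and Puf5 therefore lay within this simulated range, and the other pairs lay above it. The simulated enrichments held noise alone, without real differences between mRNAs, so this range cannot exclude a correlation of Ccr4 and Puf5. When every mRNA was instead simulated with the same fold change per IP, the observed median, the mean r was 0.55, 0.54 and 0.54. The observed r of Ccr4 and Puf5 lay below this mean, and the other pairs lay above theirs by less. When each factor of a pair was given a different UT IP library, r averaged 0.31 for Ccr4 and Dhh1, 0.23 for Dhh1 and Puf5 and 0.24 for Ccr4 and Puf5 over the 6 assignments. Unchanged simulated libraries gave between -0.03 and 0.02 with such controls. Noise of shared libraries was therefore not the whole source of r, while a pattern common to all UT IP libraries stays open. A single UT IP library used for both factors, an alternative added after seeing the data, gave 0.78, 0.75 and 0.66. Giving each factor a different library was the alternative that moved r most.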

A pairwise comparison of the enrichment values of RNAs bound to each protein revealed a high level of correlation (*R* > 0.6, Figure 2A and Figure S3, A–C in File S5). Additionally, we validated several targets using an RT-PCR approach, which revealed a good-to-strong correlation between RIP-seq values and those obtained by RT-PCR (Figure S4, A and B in File S5).

**Figure 2:**
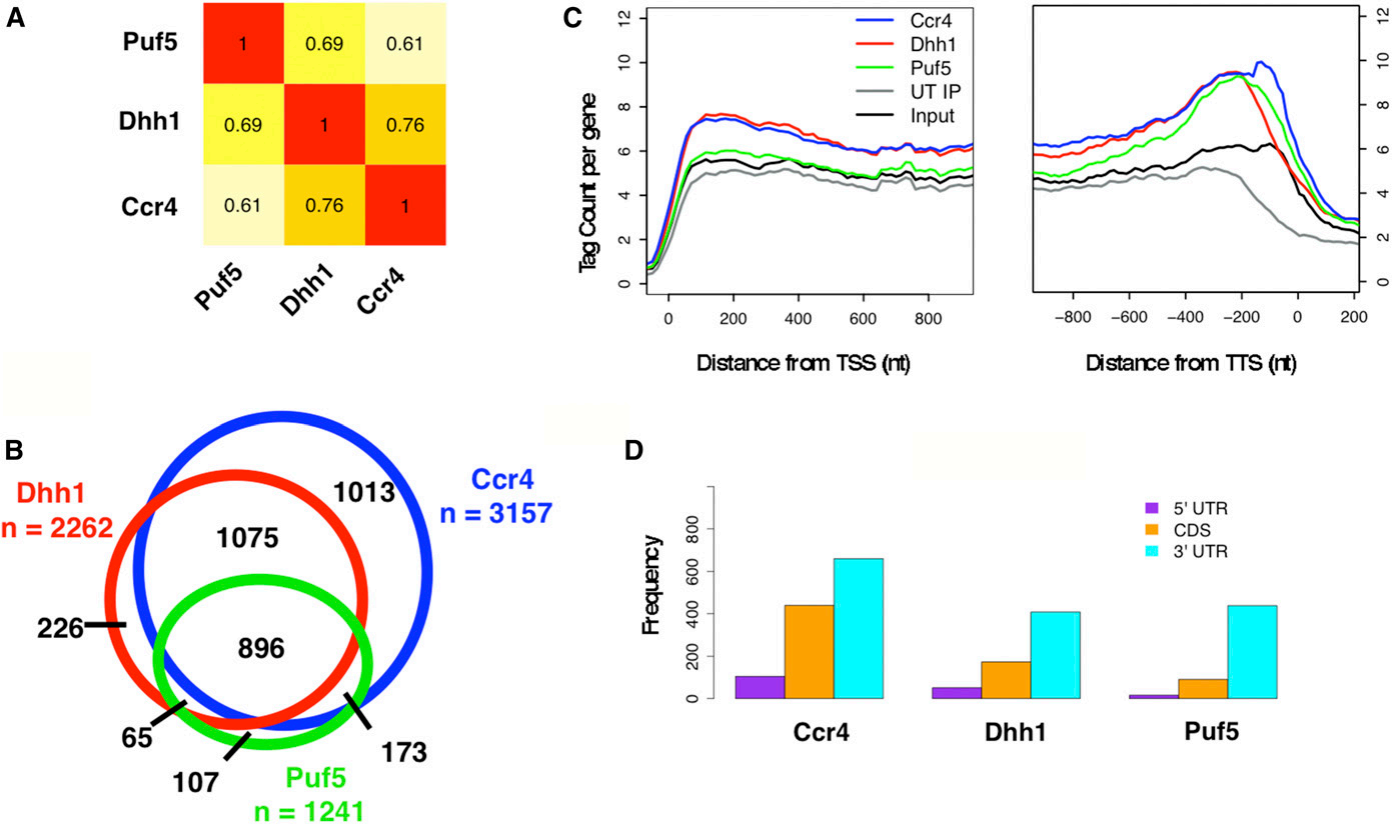
RNA immunoprecipitation high-throughput sequencing (RIP-seq) reveals that Ccr4, Dhh1, and Puf5 target the same collection of mRNAs (A). Pearson correlations of pairwise RIP-seq sample enrichment values. (B) Venn diagram of targets of Puf5 (green), Dhh1 (red), and Ccr4 (blue) with enrichment values > 1 log_2_ in two of the three biological replicates using a false discover rate < 1%. (C) Composite plots of mRNA sequencing read density of all mRNAs with a length of > 400 nucleotides (nt) (*n* = 4565). The reads were aligned relative to the TSS [transcription Start Site (left)] and TTS [Transcript Termination Site (Right)] in nt. The TSS and TTS were identified from another study (David *et al.* 2006). Tag count per gene was normalized to 100 million reads to account for differences in library sizes. (D) The enrichment of each factor was calculated over the 5′ untranslated region (UTR), coding sequence (CDS), and 3′ UTR of mRNAs. The number of mRNAs (> 400 nt) with more than fourfold enrichment is displayed on the *y*-axis.

Next, we examined the overlap of RNA targets of the three factors with each other. For this purpose, we identified RNAs that were enriched at least twofold (> 1 log_2_) with an FDR < 1% and present in at least two of the three replicates. Using these criteria, 3157, 2262, and 1241 RNAs were found to be associated with Ccr4, Dhh1, and Puf5, respectively (Figure 2B). 

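At these cutoffs the edgeR fit called 2844 RNAs enriched in the Ccr4 IP, 1841 in the Dhh1 IP and 866 in the Puf5 IP. Below the UT IP by more than 2-fold at the same FDR were 4, 4 and 25 RNAs. The median log2 enrichment of all tested mRNAs was 1.24 in the Ccr4 IP, 0.94 in the Dhh1 IP and 0.61 in the Puf5 IP. Of 4642 mRNAs, 4467 had a log2 above 0 in the Ccr4 IP, 4577 in the Dhh1 IP and 4225 in the Puf5 IP. The numbers depended on the scaling: with edgeR's TMM factors, which set most RNAs at no change, 277, 56 and 219 RNAs were enriched and 270, 55 and 79 lower. The median of all mRNAs was then 0.13, 0.04 and 0.04.

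**Figure D1:**
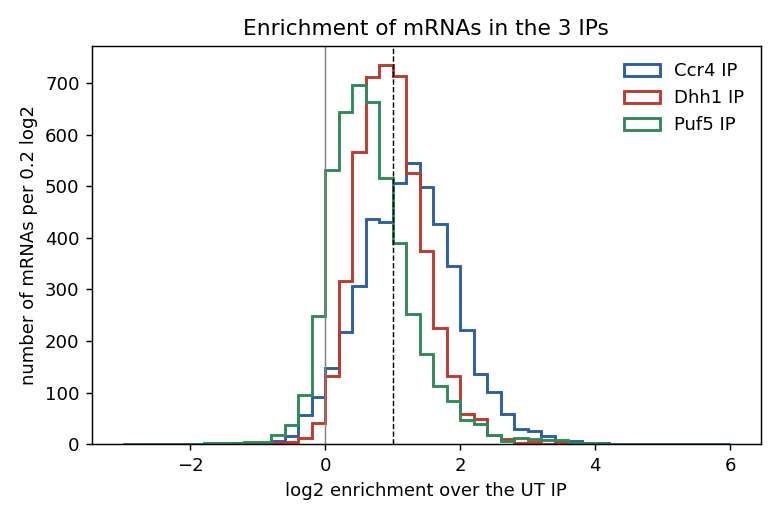
Number of mRNAs (y axis, per bin of log2 enrichment) against the log2 enrichment over the UT IP (x axis) for the Ccr4, Dhh1 and Puf5 IPs. The solid line marks 0 and the dashed line the 2-fold cutoff of 1; the medians lie at 1.24, 0.94 and 0.61.

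The highest enrichments among mRNAs with a mean of at least 50 counts, and with every IP library above every UT IP library, were those of *MSO1* (YNR049C), *VID24* (YBR105C) and *MIG2* (YGL209W) in the Ccr4 IP. *MSO1* had 45 to 383 counts per Ccr4 IP library against 7 to 11 in the UT IP, a log2 enrichment of 4.16 (standard error 0.62 from edgeR, adjusted p = 1.6e-06 from edgeR's quasi-likelihood test). It rested in part on single libraries, since its log2 ran from 2.54 to 4.61 with each library left out in turn. *MIG2* had 295 to 437 counts against 19 to 30, a log2 of 3.83 (standard error 0.26, adjusted p = 1.0e-11 from edgeR). In the Dhh1 IP, *DAT1* (YML113W), *PHM6* (YDR281C) and *ECL1* (YGR146C) led, with log2 enrichments of 2.94, 2.66 and 2.58. All of them were also enriched in the Ccr4 IP, with 2.67, 3.62 and 3.27. *DAT1* had 30 to 207 counts per Dhh1 IP library, and its log2 ran from 1.93 to 3.37 with each library left out. In the Puf5 IP, *PET117* (YER058W), *LRG1* and *PHD1* (YKL043W) led. *PET117* had 200 to 225 counts against 2 to 5 in the UT IP, a log2 of 5.43 (standard error 0.38, adjusted p = 4.4e-12 from edgeR's test). *PHD1* had a log2 of 4.20 in the Puf5 IP, 1.62 in the Ccr4 IP and 0.63 in the Dhh1 IP.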

There was a strong overlap among the targets of these three proteins. Interestingly, most mRNAs bound by Dhh1 or Puf5 were also targets of Ccr4 (Figure 2B). These results suggest that the physical interactions between these proteins that have been identified in previous studies reflect their coregulation of mRNAs *in vivo*. Furthermore, the overlap of Ccr4 and Puf5 targets is consistent with studies that have shown that Puf5 recruits the Ccr4-Not complex to the 3′ UTR of the *HO* mRNA (Goldstrohm *et al.* 2006, 2007). Moreover, motifs (HUGUANHAD) with likeness (underlined portion is similar) to both Puf5 (UGUAAYAWUA) and the related RBP Puf4 (WHUGUAHAWUA) were overrepresented among the RNAs associated with all three proteins (p-value < 10^−4^, Figure S3D in File S5) (Gerber *et al.* 2004). 

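Of the RNAs enriched in the Dhh1 IP, 1600 were also enriched in the Ccr4 IP, 86.9% (95% Wilson confidence interval 85.3% to 88.4%). For Puf5 the number was 725, or 83.7% (81.1% to 86.0%). These intervals treat the RNAs as independent, though all rest on the same libraries, so they do not cover the spread between replicates. With each library left out, the share ran from 79.5% to 88.4% for Dhh1 and from 76.9% to 84.9% for Puf5. For comparison, 57.8% of all tested RNAs were enriched in the Ccr4 IP. All 3 IPs shared 597 RNAs, 586 of them mRNAs. Libraries simulated with unchanged RNAs, against shared simulated controls, gave on average 0.05 calls for Dhh1 and for Puf5 and 0 for Ccr4. These were too few to measure an overlap. When every mRNA was instead given one and the same fold change per IP, the observed median, the simulated share also enriched in the Ccr4 IP was 91.0% for Dhh1 and 97.9% for Puf5. The share depended on the scaling. With TMM factors it was 73.2% of 56 RNAs for Dhh1 and 23.7% of 219 RNAs for Puf5. From the overlap, the paper proposes that the physical interactions known between these proteins reflect their joint regulation of mRNAs in the cell.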

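The *HO* mRNA (YDL227C) had 403 to 681 counts per Puf5 IP library against 69 to 87 in the UT IP. Its log2 enrichment was 2.80 (standard error 0.22, adjusted p = 6.4e-11 from edgeR's quasi-likelihood test), higher than that of 98.9% of the tested mRNAs. In the Ccr4 IP its log2 was 1.35 (standard error 0.22, adjusted p = 5.6e-06 from edgeR), near the middle of the mRNAs, above 56.6% of them. In the Dhh1 IP it was 0.96, just under the 2-fold cutoff. With TMM factors the Ccr4 value was 0.21 (adjusted p = 0.339 from edgeR's test), while the Puf5 value was 2.21 (adjusted p = 4.4e-09 from edgeR).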

The discovery of motifs similar to both Puf4- and Puf5-binding sites in the enriched mRNAs may be explained by the ability of Puf5 to adapt to variations in the RNA motif and recognize related sequences (Wilinski *et al.* 2015). Although Ccr4 was detected with the vast majority of mRNAs associated with Dhh1 and/or Puf5, an additional ∼1000 mRNAs were exclusive to the Ccr4 data set. These messages were depleted of the Puf5 and/or Puf4 motifs (Figure 2B and Figure S3D in File S5, p-value < 10^−5^), and Ccr4 is likely recruited to this group of mRNAs by other RBPs (see below).

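Enriched in the Ccr4 IP and in neither other IP were 1116 RNAs, 1050 of them mRNAs. The median log2 enrichment of these 1050 mRNAs was 1.44 in the Ccr4 IP, 0.83 in the Dhh1 IP and 0.50 in the Puf5 IP, so most lay above the UT IP in the other IPs as well. At an FDR under 1% without the 2-fold cutoff, 265 of them were higher than the UT IP in the Dhh1 or the Puf5 IP. A direct comparison of the Ccr4 IP with the Puf5 IP found 466 of them higher in the Ccr4 IP at an FDR under 1%. This direction was favoured, since the same libraries had selected these mRNAs as called for Ccr4 and not for Puf5. The median over all tested mRNAs was also higher in the Ccr4 IP (1.24) than in the Puf5 IP (0.61). No such direct comparison with the Dhh1 IP was run. With the 4-fold cutoff, 457 RNAs were called in the Ccr4 IP alone, and with TMM factors 198.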

The 5′ and 3′ UTRs of mRNAs contain sequences that control the translation, localization, and decay of mRNAs (Keene 2007; Hogan *et al.* 2008; Lee and Lykke-Andersen 2013). RIP sample preparation required a sonication step to solubilize cross-linked RNA–protein complexes, resulting in the shearing of RNAs to ∼200–600 nucleotides (nt). Thus, information on the spatial location of these proteins on mRNAs can be obtained. Composite plots were generated by aligning the sequencing reads to the TSS and the transcript TTS identified from a published high-resolution mapping of the transcriptome (David *et al.* 2006). A strong enrichment of Puf5 was observed over the 3′ end of mRNAs (Figure 2C), which agrees with studies showing that Puf5 binds to the 3′ UTR of mRNAs (Gerber *et al.* 2004; Goldstrohm *et al.* 2006). 

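The counts on each segment were summed over mRNAs for each library. The 3′ segment held 40.4% ± 2.88 of the mRNA reads in the Puf5 IP (SD, n = 3) and 29.8% ± 0.838 in the UT IP (SD, n = 3). Every Puf5 IP library lay above every UT IP library (exact permutation test, two-sided, p = 0.1, the smallest possible for 3 against 3). The UT IP also lay below the 2 inputs, which had 33.8% and 35.2%. At these depths the 95% Wilson interval of a single library spans less than the spread between replicates, for example 37.6% to 37.9% for Puf5 IP replicate 2; these intervals cover counting error only. Per mRNA, the enrichment of the 3′ segment was compared with that of the 5′ segment by an interaction term in edgeR with the library as a block, over 4158 mRNAs with a mean of at least 5 counts in each. At an FDR under 5%, the 3′ segment was enriched more for 454 mRNAs and the 5′ segment for 8. The median difference was 0.61 on the log2 scale. TMM factors computed within each segment, the alternative that moved this number most, left 71 mRNAs with a more enriched 3′ segment and 24 with a more enriched 5′ segment. With the UT input as the reference, 116 and 8 mRNAs passed.

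**Figure D2:**
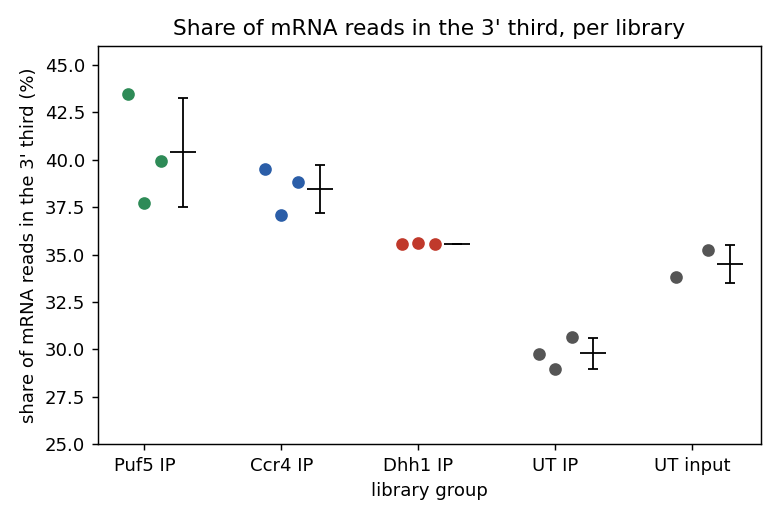
Share of mRNA reads in the 3′ segment (y axis, percent, starting at 25) of each library, by group (x axis). Each point is a library; the bar and whiskers beside the points are the mean and SD. The Puf5 IP libraries lie between 37.7% and 43.5%, above the UT IP libraries between 29.0% and 30.7%.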

Where Ccr4 binds on an mRNA has not been examined on a global scale, but its function in deadenylation predicts that it would bind near the poly(A) tail. The mapping of reads from the Ccr4 IP revealed that it is preferentially recruited to 3′ ends of mRNAs (Figure 2C). Likewise, Dhh1 showed a stronger enrichment to the 3′ end of mRNAs. 

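In the Ccr4 IP, 38.5% ± 1.26 of the mRNA reads fell in the 3′ segment (SD, n = 3), against a highest value of 30.7% in the UT IP (exact permutation test, two-sided, p = 0.1, the smallest possible). The share in the 5′ segment was 30.1% ± 0.704 (SD, n = 3), below the 33.8% ± 0.427 of the UT IP (SD, n = 3). The same interaction test called 215 mRNAs with a more enriched 3′ segment and 9 with a more enriched 5′ segment, and the median difference was 0.41 on the log2 scale. Against the UT input the numbers were 8 and 5, and without Ccr4 IP replicate 1 the first number was 100.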

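The 3 Dhh1 IP libraries had 35.5% to 35.6% of their mRNA reads in the 3′ segment, above every UT IP library (exact permutation test, two-sided, p = 0.1). The interaction test called 78 mRNAs with a more enriched 3′ segment and 2 with a more enriched 5′ segment (FDR under 5%), with a median difference of 0.37 on the log2 scale. Against the UT input no mRNA had a more enriched 3′ segment at this FDR and 6 had a more enriched 5′ segment, with 175 and 120 at an unadjusted p under 0.05. The number of calls rested on all libraries, since it fell to between 5 and 33 with each left out.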

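Enrichment was also tested within each segment, with the library's total over its 3 segments as the library size and a mean of at least 5 counts. The median log2 enrichment of mRNAs in the 5′ segment was 1.03 in the Ccr4 IP, 0.79 in the Dhh1 IP and 0.33 in the Puf5 IP. In the middle segment the medians were 1.04, 0.78 and 0.48, and in the 3′ segment 1.42, 1.14 and 0.90. The numbers of mRNAs enriched over 2-fold in the 5′ segment at an FDR under 1% were 1326 of 4302 for Ccr4, 503 for Dhh1 and 157 for Puf5. This order depended on the scaling: with TMM factors per segment the numbers were 98, 13 and 87, and with library totals over mRNAs 175, 27 and 67.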

While the cross-linking of Ccr4 and Dhh1 was strongest at the 3′ end of mRNAs, reads above background were also observed in the middle and 5′ end. The detection of Ccr4 and Dhh1 in the body of the mRNA is unlikely to result from incompletely fractionated mRNAs during sample preparation, because all three samples were processed identically and equivalent enrichment of Puf5 along the length of the mRNA was not observed. While it was unexpected that Ccr4 would be enriched at both ends of mRNAs, our results with Dhh1 agree with a CLIP-seq study conducted in stressed cells, which observed it cross-linking to both the 5′ and 3′ ends of transcripts (Mitchell *et al.* 2013). The cross-linking of Ccr4 and Dhh1 at multiple locations on the transcript could result from the packaging of mRNAs into mRNPs, and the juxtaposition of the 5′ and 3′ ends of the RNA caused by associations between factors binding to the 5′ and 3′ ends. Indeed, Dhh1 interacts with both Ccr4-Not and factors associated with the 5′ cap of mRNAs (Hata *et al.* 1998; Maillet and Collart 2002; Nissan *et al.* 2010).

Composite plots can be biased by a large number of reads from a few mRNAs or can underestimate the extent of recruitment to a smaller number of transcripts. Therefore, we calculated the enrichment of each factor over the 5′ UTR, the coding sequence (CDS), and the 3′ UTR of mRNAs with a length > 400 nt. The frequency (number of mRNAs) that showed strong enrichment over these regions was calculated and displayed in Figure 2D. Similar to what was observed in the composite plots, the results indicate that each protein was associated predominantly with the 3′ UTR of mRNAs, and that Dhh1 and Ccr4 were detected at the 5′ UTR and CDS of more mRNAs than Puf5. An alternative way to analyze this is to separate the mRNAs into thirds, based on lengths, and calculate the number of RNAs where enrichment was detected at the 5′ ends, middle, or 3′ ends of the mRNA. 

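The mRNAs enriched over 4-fold at an FDR under 1% were counted in each segment with the edgeR test. For Ccr4 they numbered 420 in the 5′ segment, 523 in the middle segment and 981 in the 3′ segment. For Dhh1 the numbers were 116, 156 and 385, and for Puf5 68, 134 and 390. All mRNAs with enough counts were used, whatever their length. TMM factors per segment, which remove any difference between the segments that most mRNAs share, changed the ranking for Ccr4, to 37, 66 and 65, and for Dhh1, to 7, 10 and 4. For Puf5 the 3′ segment still had the most, with 40, 66 and 92.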

Here too, the results indicate that each protein predominantly associated with the 3′ ends of the mRNA (Figure S5 in File S3). The recruitment of Puf5, Dhh1, and Ccr4 to the 3′ ends of mRNAs was observed at individual mRNAs (Figure S6 in File S5).

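The mRNAs given here had the largest differences between the ends for each factor, among those with a mean of at least 50 counts and with a higher ratio of 3′ to 5′ counts in every IP library than in every UT IP library. In the Puf5 IP, *YPT6* (YLR262C) had 29 to 160 counts in the 3′ segment and 7 to 20 in the 5′ segment, against 2 to 7 and 9 to 18 in the UT IP. The difference in log2 enrichment was 3.85 (standard error 0.81, adjusted p = 0.00125 from the edgeR interaction test). *VHS1* (YDR247W) had 54 to 71 counts in the 3′ segment in the Puf5 IP and 0 to 10 in the UT IP, a difference of 3.78 (standard error 0.70, adjusted p = 4.2e-04 from edgeR). Its 5′ segment had 11 to 20 counts in the Puf5 IP and 5 to 42 in the UT IP. The difference ran from 2.78 to 5.01 with each library left out. In the Ccr4 IP, *RRN7* (YJL025W) had a difference of 3.17 (standard error 0.72, adjusted p = 0.00651 from edgeR). *LTP1* (YPR073C) had 23 to 43 counts in the 3′ segment in the Ccr4 IP and 0 to 10 in the UT IP. It passed with an adjusted p of 0.0436 from edgeR. With each library left out in turn, the call was lost in 4 of 6 fits, and edgeR's adjusted p reached 0.153. In the Dhh1 IP, *VHS1* and YGR035C passed with adjusted p-values of 0.0329 and 0.0358 from edgeR. YGR035C had only 0 or 1 count in the 3′ segment of each UT IP library, so its difference depends on the prior count. *VHS1* lost the call in 5 and YGR035C in 6 of the 6 fits that each left out a library. Against the UT input, only *YPT6* kept an adjusted p under 5% (0.00913 from edgeR).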

This is the first study to map mRNAs bound by Ccr4; however, targets of Puf5 and Dhh1 have been identified using RIP-Chip and CLIP-seq methods. We next compared our Dhh1 and Puf5 targets to published data sets. A native RIP-CHIP procedure conducted on Puf5 identified far fewer RNA targets than we did (only 224; Gerber *et al.* 2004), which may be explained by a lack of a cross-linking step and/or a high background of native RIP procedures. Nonetheless, we identified many of the same targets, and a significant positive correlation was observed between the RIP-Chip study and our own data (Figure S7, A and B in File S5).

The number of transcripts bound to Dhh1 in our study differs significantly from two other studies that used native (no cross-linking) conditions. When native RIP-Chip and RIP-seq methods were employed, < 80 Dhh1-enriched RNAs were detected (Hogan *et al.* 2008; Cary *et al.* 2015). Considering the high abundance of Dhh1 and its known functions in mRNA regulation, one can surmise that omitting a cross-linking step greatly underestimated the number of targets. Dhh1 targets were identified using CLIP-seq in cells undergoing glucose deprivation stress (Mitchell *et al.* 2013). This study identified 299 high- and 1838 low-confidence mRNAs (twofold cutoff and 2% FDR). A comparison of the targets identified in our study (2262 targets) to those identified in the CLIP-seq study (1838 targets) found relatively little overlap between the two data sets (548 targets; Figure S7C in File S5). Since the CLIP-seq study was conducted in cells deprived of a carbon source (stressed), and ours was carried out in rich media, the relatively weak overlap between the two studies is not surprising, considering that glucose starvation causes strong processing body (p-body) formation and presumably widespread remodeling of RNA–protein interactions (Teixeira *et al.* 2005; Mitchell *et al.* 2013).

### The mRNA decay machinery shares a regulatory network with other RBPs

Decay factors are recruited to mRNAs by RBPs that recognize sequence motifs located within the 3′ UTR (Goldstrohm and Wickens 2008; Quenault *et al.* 2011). Information on how Ccr4 and Dhh1 are recruited to mRNAs can be obtained by identifying sequence motifs in the bound mRNAs and by identifying overlap with publicly available RNA–protein interaction data sets. A search for sequence motifs among our highly enriched Puf5 targets using FIRE (Elemento *et al.* 2007) identified a motif resembling the Puf5 motif, as defined by the FIRE program (Figure 3A, p-value = 1.3 × 10^−12^). Identification of the Puf5 motif in our data set, and the correlation between our targets and those identified in other studies (Figure 3A and Figure S7, A and B in File S5), validate our RIP-seq procedure. Ccr4-Not is not known to display sequence-specific RNA binding, but instead is recruited to mRNAs via RBPs. The overlap of mRNA targets of Ccr4 and Puf5 suggests that Puf5 is a candidate (Figure 2, A and B), and we also discovered that the binding motif for Puf3 was overrepresented in the most highly enriched Ccr4 targets (p-value = 6.5 × 10^−4^, Figure 3B). It should be noted that the Puf3 motif emerging from the FIRE analysis of our data is a more restricted version than the motif identified in another study (Gerber *et al.* 2004). Finding the Puf3 motif overrepresented in Ccr4 targets is in good agreement with a study suggesting that Puf3 interacts with Ccr4 to regulate deadenylation of *COX17* mRNA (Lee *et al.* 2010). This, and our own data, suggests that Puf3 plays a significant role in recruiting Ccr4 to mRNAs across the genome. Neither our nor the published CLIP-seq study identified a motif significantly enriched in Dhh1-bound transcripts (Mitchell *et al.* 2013).

**Figure 3:**
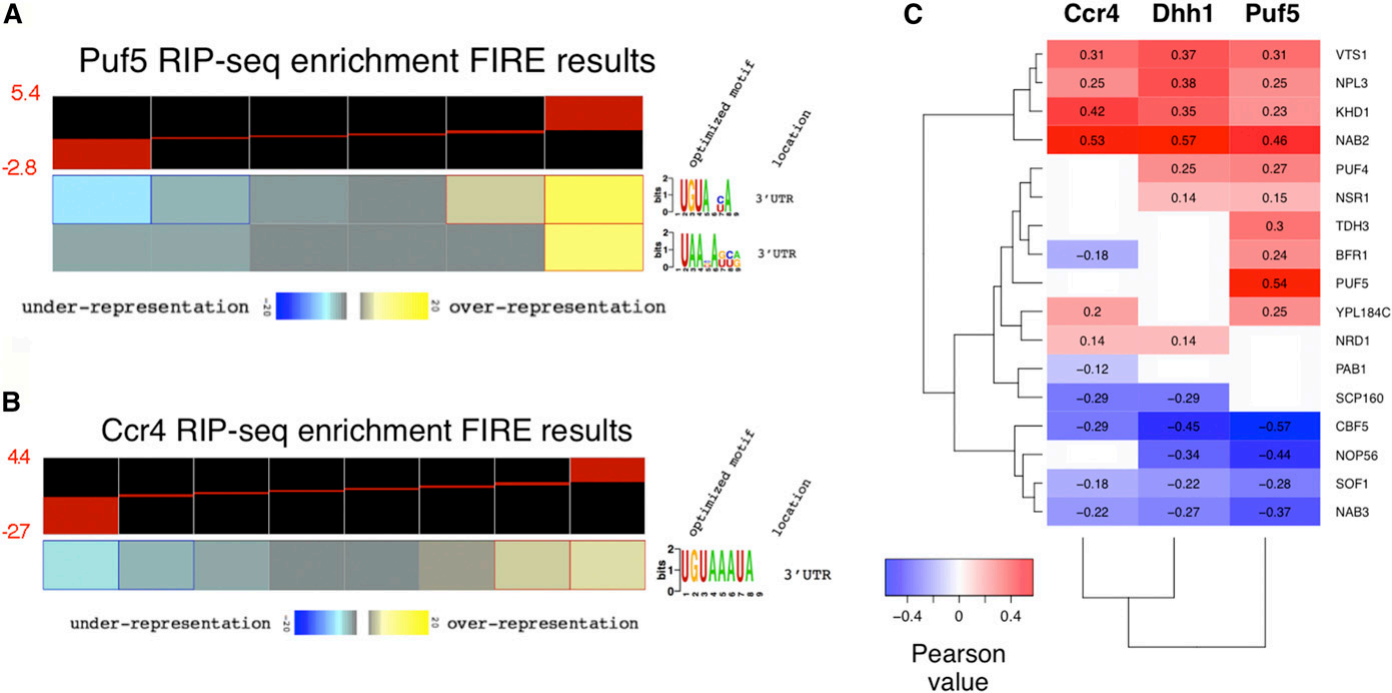
The decay machinery is directed to mRNAs through a network of RNA-binding proteins (RBPs). Enrichment values were submitted to FIRE (finding informative regulatory elements; Elemento *et al.* 2007) using default setting options for Puf5 (A) and Ccr4 (B). Values were binned into six and eight bins, respectively. The black and red heatmap represents the distribution of enrichment values contained within each bin (see range of enrichment values to the left in red font). Yellow bins represent groups of genes that have a significant overrepresentation of the motif, while blue represent bins where the motif is significantly underrepresented. See Elemento *et al.* (2007) for a detailed description of how the optimized motifs and location were attained. (C) Pearson correlations between RNA immunoprecipitation high-throughput sequencing (RIP-seq) enrichment values and enrichment values of multiple RBP targets from another study (Hogan *et al.* 2008). Multiple testing correction was performed and only correlations that met a false discover rate < 1% threshold are included.

To find other RBPs that coregulate targets of Ccr4, Dhh1, and Puf5, correlations were calculated between the enrichment values from this study and those of other RIP-Chip studies (Hogan *et al.* 2008) (Figure 3C). Generally, Ccr4, Dhh1, and Puf5 enrichment positively correlated with targets of sequence-specific RBPs that have been implicated in mRNA decay or translational repression, including Vts1, Puf4, and Khd1. 

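The *LRG1* mRNA (YDL240W) had 225 to 324 counts per Ccr4 IP library and 945 to 1239 per Puf5 IP library, against 45 to 55 in the UT IP. Its log2 enrichment was 2.42 for Ccr4 (standard error 0.20, adjusted p = 2.3e-10 from edgeR's quasi-likelihood test), 1.99 for Dhh1 and 4.45 for Puf5 (standard error 0.20, adjusted p = 1.2e-15 from edgeR). The *ROM2* mRNA (YLR371W) had 276 to 427 counts in the Ccr4 IP against 62 to 102 in the UT IP, a log2 of 2.02 (standard error 0.22, adjusted p = 2.2e-08 from edgeR). Its values in the Dhh1 and Puf5 IPs were 1.25 and 0.92. After TMM factors the Ccr4 enrichment of *LRG1* was 1.28 and that of *ROM2* 0.88, below the 2-fold cutoff.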

Ccr4-Not, Dhh1, and Puf5 have genetic and physical interactions with Puf4 and Vts1 (Hook *et al.* 2007; Rendl *et al.* 2008; Tarassov *et al.* 2008), and Ccr4 and Khd1 regulate the mRNAs of *LRG1* and *ROM2* [also identified in this work (File S2)] (Ito *et al.* 2011). Furthermore, there was a strong correlation between the mRNA targets identified here and those bound to Nab2 and Npl3, two nuclear poly(A)-binding proteins connected to mRNA export (Wilson *et al.* 1994; Lee *et al.* 1996; Hector *et al.* 2002; Marfatia *et al.* 2003). Physical interactions between Nab2 and Ccr4-Not complexes have been identified, suggesting that Ccr4-Not regulates some aspect of mRNA transport (Kerr *et al.* 2011). Nab2 binds poly(A) tails, and while thought to protect mRNAs from degradation, may aid in the recruitment of Ccr4-Not to mRNAs in the nucleus. In contrast, enrichment of the decay factors examined here negatively correlated with the targets of factors involved in ribosomal biogenesis (*i.e*., Cbf5, Nop56, and Sof1).

### Ccr4-Not directly regulates both mRNA synthesis and decay, but identification of its targets suggests that its role in decay predominates in gene expression control

The function of a gene is often inferred from gene expression profiling of mutants. However, interpretation of this type of data is difficult if the gene of interest has multiple functions in the cell. For example, Ccr4 and Dhh1 associate with RNA polymerase II and regulate transcription at the initiation and elongation stages of mRNA synthesis, and also function in decay (Deluen *et al.* 2002; Kruk *et al.* 2011; Miller and Reese 2012). Deleting Ccr4-Not subunits result in both increased and decreased expression of many genes (Cui *et al.* 2008; Azzouz *et al.* 2009), but which effects result from changes in transcription *vs.* decay are not known.

RIP-seq enrichment data were compared to the decay and synthesis rates of mRNAs determined by cDTA, which measures these parameters with minimal perturbations by metabolic labeling of mRNAs (Sun *et al.* 2012). Ccr4 and Dhh1 enrichment showed a positive correlation with mRNA decay rates (*R* = 0.43 and 0.38, respectively) (Figure 4), which is consistent with their role in mRNA decay (Tucker *et al.* 2001, 2002). A positive correlation with decay rates, albeit not as strong, was observed also for Puf5-enriched mRNAs (*R* = 0.28). When the correlation between enrichment and decay rate was calculated using ranks (Spearman), the correlation was even stronger [0.53 (Ccr4), 0.47 (Dhh1), and 0.34 (Puf5)]. In contrast, correlations between the RIP-seq data from all three proteins and mRNA synthesis rates were weaker, and showed a modest negative-to-no correlation (Figure 4).

**Figure 4:**
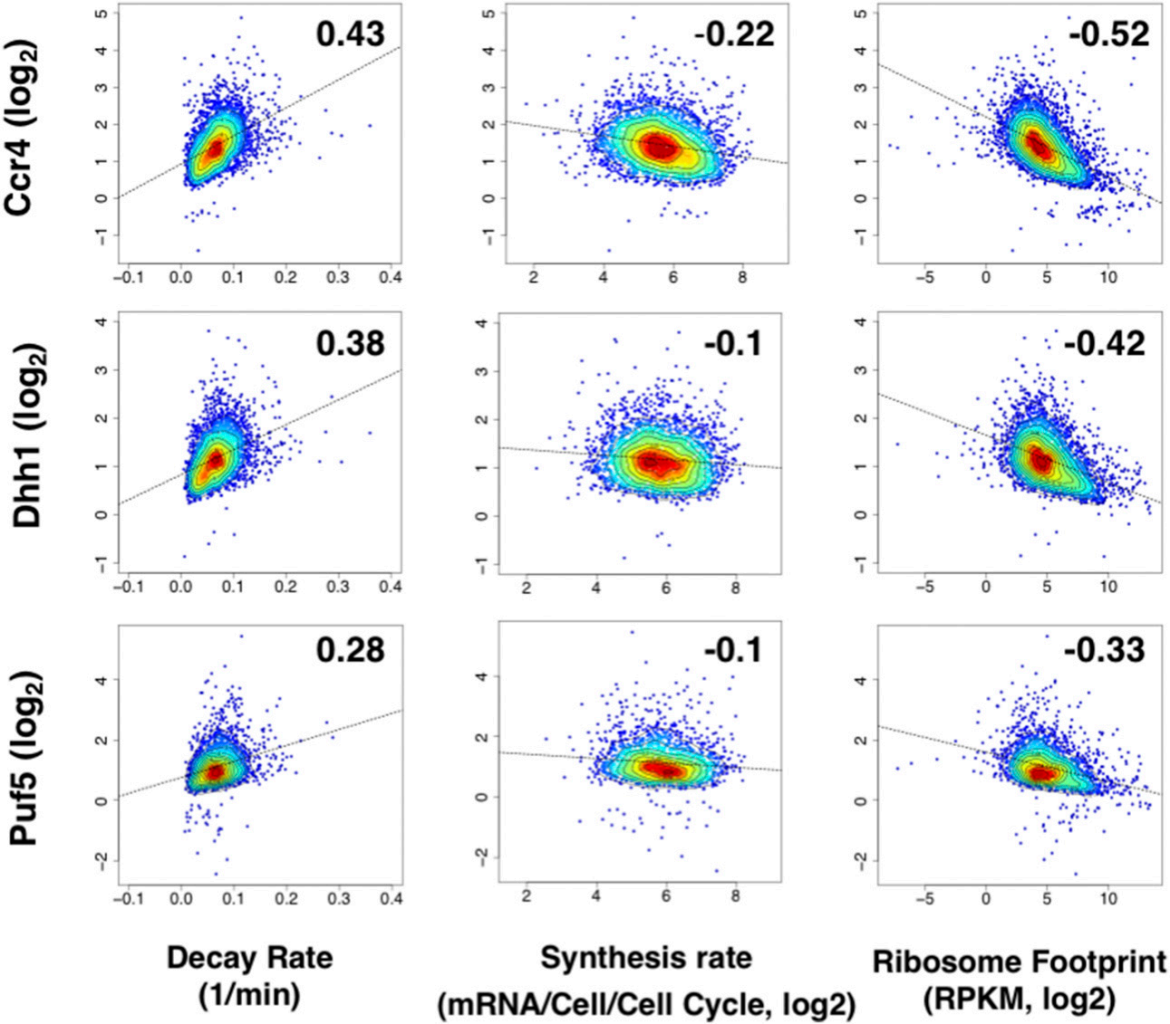
Recruitment of Ccr4, Dhh1, and Puf5 correlates with decay and not synthesis rates. Pair-wise comparisons of enrichment values (*y*-axis) *vs.* decay rates (1/min) and synthesis rates (mRNA/Cell/Cell Cycle, Log_2_) from Sun *et al.* (2012) and ribosome footprints [reads per kilobase of transcript per million reads mapped (RPKM), Log_2_] from Gerashchenko *et al.* (2012). Numbers within the graphs represent Pearson correlation values. The dotted black trend line represents the least squares line of regression.

The synthesis rates measured by cDTA analysis were extrapolated from measured abundance and turnover rates (Sun *et al.* 2012). GRO-Chip analysis has been performed in yeast, which directly measures the transcription frequency across the genome (Molina-Navarro *et al.* 2008). To further verify that Ccr4 recruitment negatively correlated with mRNA synthesis rates, we examined the correlation between Ccr4 recruitment and mRNA synthesis rates measured by GRO-Chip and found a similar anticorrelation (Pearson = −0.25, Figure S8 in File S5). Therefore, using two different estimates of mRNA synthesis, Ccr4 recruitment to an mRNA negatively correlated with its synthesis rate.

Since Ccr4-Not and Dhh1 associate with elongating RNAPII (Kruk *et al.* 2011; Dutta *et al.* 2015), we considered that the recruitment that we detected may be linked to the process of transcription. To examine this possibility, we first looked for enrichment of these factors within intronic sequences. Yeast has 282 genes with introns (http://intron.ucsc.edu/yeast4.1/), and less than nine of these mRNAs showed enrichment of Ccr4, Dhh1, or Puf5 over both the exon and intron (Table S4 in File S5). Additionally, neither Ccr4 (*R* = −0.03) nor Dhh1 (*R* = −0.10) recruitment to mRNAs correlated with a published genome-wide ChIP-seq experiment that mapped the association of Ccr4-Not subunits with genes (Venters *et al.* 2011). Hence, few RNA–protein interactions detected here are likely to occur cotranscriptionally, and they are more likely to occur on cytoplasmic RNAs. Taken together, these results suggest that Ccr4-Not recruitment to mRNAs reflects its function in decay as opposed to synthesis.

A recent report suggested that the synthesis of ribosomal protein mRNAs may be regulated by Ccr4-Not in a Not5-dependent manner during stress (Gupta *et al.* 2016). However, we did not find a strong correlation with synthesis across the genome. The differences may be related to the subunits examined (NOTs *vs.* Ccr4 and Dhh1), the RNA enrichment strategy (native *vs.* cross-linked), or the positive correlation with transcription being restricted to a particular class of genes (see *Discussion*).

### mRNA decay factor recruitment anticorrelates with ribosome occupancy

A long-standing model posits that mRNAs are either partitioned into the translatable or nontranslatable pool, with the former category encompassing mRNAs that are associated with ribosomes and undergoing translation (Teixeira *et al.* 2005; Parker and Sheth 2007). We next explored the relationship between decay factor recruitment and the translation of mRNAs measured by Ribo-seq (Ingolia *et al.* 2009; Gerashchenko *et al.* 2012). Ccr4, Dhh1, and Puf5 recruitment displayed an anticorrelation with ribosome footprint data (R = −0.52, −0.42 and −0.33, respectively) (Figure 4). Thus, mRNAs bound to decay factors, especially Ccr4, are less likely to be translated at a high rate. This observation supports the long-standing model that deadenylation and translation are in competition (Parker and Sheth 2007), and is also consistent with the role of Dhh1 in translation repression (Presnyak and Coller 2013).

### Identification of Ccr4-associated mRNAs suggests that the two deadenylase complexes in yeast regulate different groups of mRNAs

Ccr4 and Pan2/3 are the main mRNA deadenylases in yeast, and two models have been proposed to explain how they cooperate in the decay of messages. The first model suggests that Pan2/3 initiates poly(A) shortening, which is then followed by complete deadenylation by Ccr4-Not (Brown and Sachs 1998; Tucker *et al.* 2001; Wahle and Winkler 2013). The second model, based on a study that found no correlation between the changes in decay rates of mRNAs in a *ccr4*∆ *vs.* a *pan2*∆ mutant, suggests that they each target different collections of mRNAs (Sun *et al.* 2013). Little is known about the interplay between these two complexes on the transcriptome; thus, we used the Ccr4 RIP-seq data to shed light on the contributions of Ccr4 and Pan2/3 to mRNA decay.

The Ccr4-enriched mRNAs were divided equally into five percentile ranks, and boxplots were created using the relative abundance values in a *ccr4*∆ mutant *vs.* a wild-type strain (Figure 5A). This plot illustrates that the most highly enriched mRNAs increased in abundance in a *ccr4*∆ deletion (top 20%, p-value < 2.2 × 10^−16^), and the lowly (essentially no recruitment) enriched mRNAs actually decreased in abundance (bottom 20%, p-value < 2.2 × 10^−16^). Although almost all mRNAs had decreased decay rates in the *ccr4*∆ mutant, mRNAs that were highly enriched by Ccr4 had the largest decrease in their decay rate (p-value < 2.2 × 10^−16^, Figure 5B), and those that were lowly recruited had the smallest decrease in their decay rate (Figure 5B). Similar correlations were also observed between Dhh1 enrichment and changes in abundance and decay in a *dhh1*∆ mutant (Figure S9, A and B in File S5).

**Figure 5:**
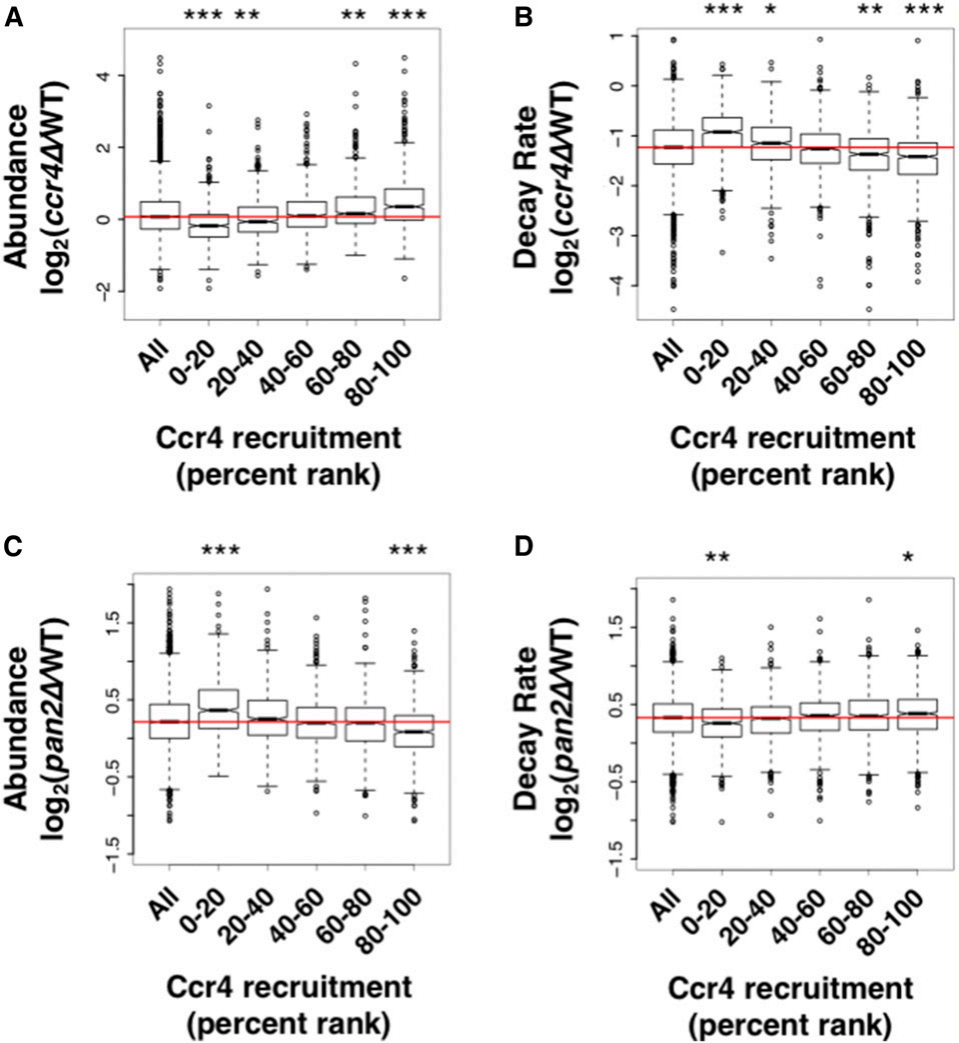
Identification of Ccr4 targets suggests a division of labor between the two cytoplasmic deadenylases. (A) Ccr4 RNA immunoprecipitation high-throughput sequencing (RIP-seq) enrichment values were equally divided into five groups based upon their percent rank (*i.e.*, 80–100 is the top 20th percentile). Each boxplot represents the log2 change in abundance in a *ccr4*∆ strain relative to a wild-type strain (Sun *et al.* 2013). Statistical significance was calculated using a Wilcoxon rank sum test with continuity correction. The red line indicates the median of all values. (B) The same as (A) but the boxplots represent the log2 change in decay rates in a *ccr4*∆ strain relative to wild-type. (C) The same as (A) but the boxplots represent the log2 change in expression in a *pan2*∆ strain relative to wild-type. (D) The same as (A) but the boxplots represent the log2 change in decay rates in a *pan2*∆ strain relative to wild-type. In order to clearly visualize the boxplots in (A), (C), and (D), two outlier data points were removed from the *y*-axis. * p-value < 0.001, ** p-value < 0.0001, and *** p-value < 2.2 × 10^−16^.

mRNAs that were stabilized in a *pan2*∆ mutant were either not strongly affected or were turned over more rapidly in a *ccr4*∆ strain (Sun *et al.* 2013), suggesting that Ccr4 and Pan2/3 may regulate different mRNAs. Consistent with this, we found that Ccr4-enriched transcripts displayed reduced abundance (p-value < 2.2 × 10^−16^, Figure 5C) and increased decay rates (p-value < 0.001, Figure 5D) in the *pan2*∆ mutant. Also, mRNAs that were lowly enriched increased in abundance (p-value < 2.2 × 10^−16^, Figure 5C) and displayed reduced decay rates (p-value < 0.001, Figure 5D) in the *pan2*∆ mutant. In other words, the abundance and stability of Ccr4-bound mRNAs are most affected by the deletion of *CCR4*, while the lowly enriched targets are more strongly affected by the deletion of *PAN2*. The decrease in abundance of Ccr4 targets in the *pan2*∆ mutant is interesting. The cause of this is not known but it suggests that, in the absence of Pan2, either Ccr4 compensates for its loss by increasing its activity or another redundant pathway, such as the exosome, becomes more prevalent.

### Ccr4 and Dhh1 bind mRNAs that respond to the metabolic state of the cell

To identify the pathways regulated by Ccr4, Dhh1, and Puf5, lists of the most highly enriched mRNAs (top 20%) were submitted to GO terms analysis. The Puf5-bound mRNAs had terms associated with transcription and RNA biogenesis overrepresented, among others (Figure S10 in File S5). This is consistent with a previous native RIP-Chip study, which also revealed that Puf5 targets transcriptional and chromatin regulators (Gerber *et al.* 2004). The mRNAs that showed the highest level of recruitment to Ccr4 and Dhh1 code for proteins involved in many of the same processes, such as RNA metabolism, nitrogen compound metabolism, transcription, and several biosynthetic processes (Figure 6, A and B). The identification of many of the same GO terms in the Ccr4 and Dhh1 data sets is consistent with the high degree of overlap between the mRNA targets of these two proteins (Figure 2, A and B). Dhh1 was also recruited to 232 mRNAs important for organelle organization processes (Figure 6B). This collection of mRNAs was further analyzed using GO Slim Mapper to narrow down the organelle(s), which revealed that 26% of the messages were specifically connected to mitochondrial organization (File S4).

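File S4 lists 62 of 232 genes under mitochondrion organization, 26.7%, with 57 under chromatin organization and 34 under cytoskeleton organization. The study drew these lists from the Dhh1 IP itself, so their enrichment is not independent evidence. In the Dhh1 IP the median log2 enrichment of the 62 mRNAs was 1.70, which is 0.75 above the median of all mRNAs. Of them, 57 were enriched when adjusted over all genes and 58 when adjusted over the list alone. Chromatin organization had 54 and 56 enriched, and cytoskeleton organization 33 and 34. Gene set tests (camera in limma, on the edgeR fit, over 5 sets and 3 factors) gave adjusted p-values of 4.0e-10, 6.5e-14 and 1.3e-11 for the 3 lists in the Dhh1 IP. The lists were also high in the Ccr4 IP (medians 2.14, 1.92 and 1.97) and the Puf5 IP (1.24, 1.18 and 1.31). The factors share the UT IP libraries by which the lists were picked. The values and tests of these lists in the Ccr4 and Puf5 IPs are therefore not independent evidence either. Mitochondrial ribosomal proteins, a set of 65 mRNAs fixed in advance, had medians of 1.72, 1.26 and 0.84 for Ccr4, Dhh1 and Puf5, with adjusted p-values of 0.00625, 0.0359 and 0.902 from camera. Cytosolic ribosomal proteins, 116 mRNAs, had medians of 0.21, 0.63 and 0.48 and lay below other mRNAs, with camera's adjusted p-values of 2.1e-23, 0.00469 and 0.251. With TMM factors their medians were -0.92, -0.29 and -0.11. Camera used a preset correlation between genes, with 13 of 15 tests under 5%. Of these, 11 kept their direction in fry, and only 3 passed with an estimated correlation: cytosolic ribosomal proteins in the Ccr4 IP, and cytoskeleton organization in the Dhh1 and Puf5 IPs. With TMM factors 12 of the 15 passed with an estimated correlation, among them all 3 lists in the Dhh1 IP.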

**Figure 6:**
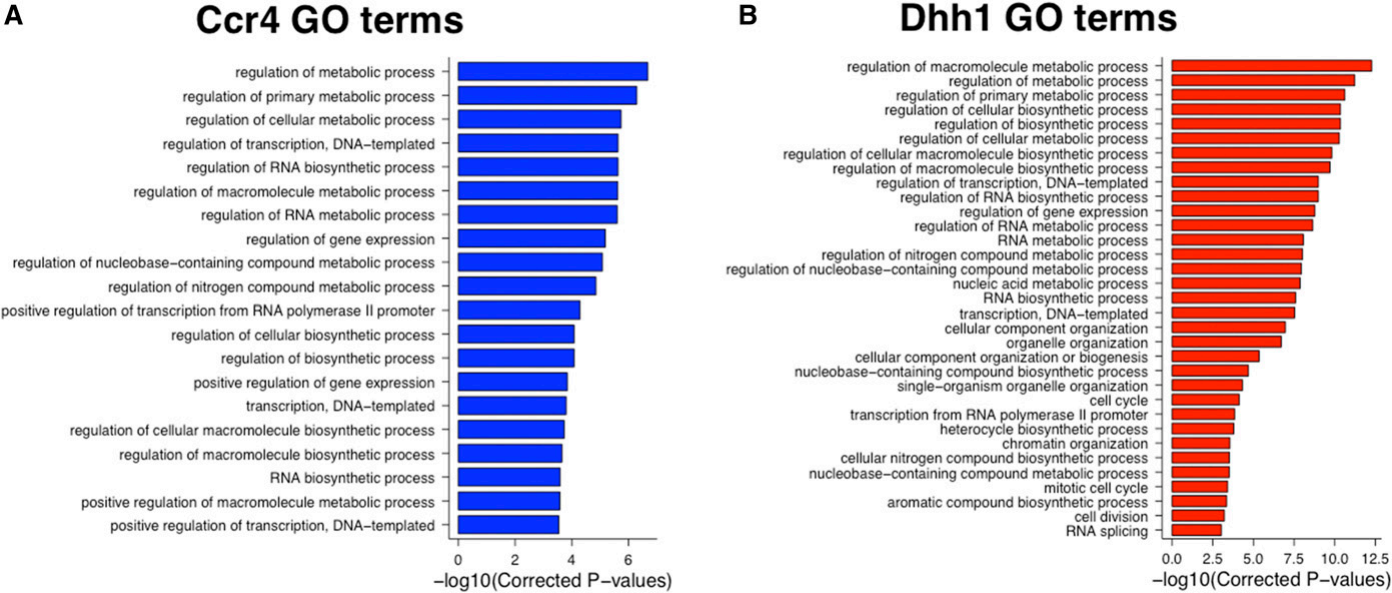
Ccr4 and Dhh1 are recruited to mRNAs involved in metabolic processes (A). Gene ontology (GO) terms analysis of the top 20th percentile of Ccr4-enriched RNAs (*N* = 846 genes). (B) The same as (A), except that the top 20th percentile of Dhh1-enriched RNAs (*N* = 773 genes) was analyzed.

Since mRNAs involved in multiple metabolic processes were identified in the RIP-seq data sets, we examined the correlation between our recruitment data and gene expression changes during metabolic stress (Bradley *et al.* 2009). We found that the most highly enriched mRNAs (top 10th percentile) bound to Ccr4 and Dhh1 overlapped significantly with genes that are induced during nitrogen and carbon starvation (Figure S11, A and B in File S5; p-values from < 0.001 to < 1 × 10^−14^). In order to establish if this relationship reached beyond the top 10th percentile of targets, we calculated the correlation between RIP-seq data and the changes in gene expression over time during carbon and nitrogen starvation (Figure 7 and Figures S11 and S12 in File S5). Ccr4 showed positive correlations between its enrichment values and gene expression levels during carbon starvation (Figure 7A). Furthermore, the Pearson correlation values increased as cells progressed deeper into the starvation program, which most likely results from the accumulation of more genes with expression changes over time (Bradley *et al.* 2009). Although Dhh1 enrichment did not correlate with gene expression changes during nutritional stress as strongly as Ccr4 did, the same trends between recruitment and gene expression changes were still observed (Figure 7B and Figures S11 and S12 in File S5).

**Figure 7:**
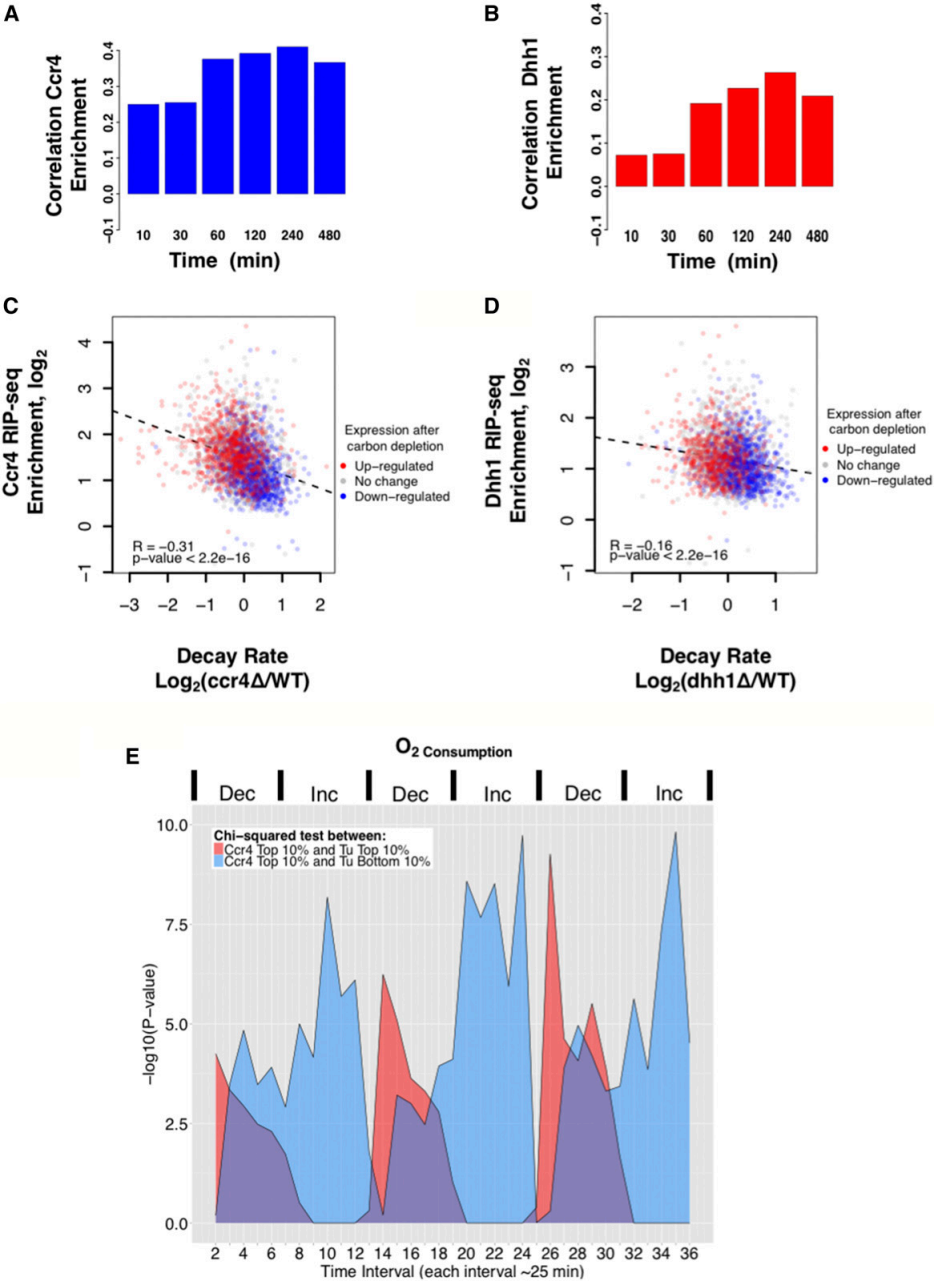
Ccr4 and Dhh1 are recruited to mRNAs that respond to nutrient and metabolic signals. (A) Pearson correlation values were calculated between Ccr4 RNA immunoprecipitation high-throughput sequencing (RIP-seq) enrichment and expression values from the carbon depletion experiment in Bradley *et al.* (2009). Each column represents a different time point after carbon depletion relative to the unstressed condition. (B) The same as in (A), except that Dhh1 RIP-seq enrichment values were used. (C and D) Scatter plots comparing RIP-seq enrichment to the change in decay rates in a deletion strain relative to wild-type. The plots for Ccr4 (C) and Dhh1 (D) are shown. The color of each data point represents how the expression changed at the 240 min time point after carbon depletion from Bradley *et al.* (2009). Genes that were upregulated (log2 expression > 1), downregulated (log2 expression < −1), or unchanged were colored red, blue, and gray, respectively. The dashed black line trend line represents the least squares line of regression. (E) A χ^2^ test was performed between the highly enriched Ccr4 targets (top 10th percentile) against the upregulated genes [top 10th percentile of genes (red area)] and downregulated genes [bottom 10th percentile (blue area)] from Tu *et al.* (2005). The periods when oxygen consumption was increasing (Inc) or decreasing (Dec) is displayed above the graph.

We found that Ccr4 and Dhh1 recruitment correlated with changes in gene expression during carbon source deprivation stress. We next attempted to determine how many of these differentially expressed mRNAs are dependent upon Ccr4 and Dhh1, and to what extent the correlations are driven by changes in the decay of these messages. We constructed scatter plots that displayed mRNA enrichment (*y*-axis) *vs.* changes in decay rates (*x*-axis) in the mutants. Each point was then colored red, blue, or gray to indicate if the mRNA expression increased, decreased, or remained unchanged in stressed cells, respectively. The plot shows that the upregulated mRNAs were predominantly those that showed the highest Ccr4 recruitment and the largest decrease in decay rate in the *ccr4*∆ mutant (Figure 7C, *R* = −0.31, p-value < 2.2e−16). Conversely, the genes that were downregulated more often had transcripts that displayed a modest increase in decay rate and were less enriched with Ccr4 compared to upregulated genes. The same trend was observed for Dhh1 (Figure 7D), but to a lesser extent (*R* = −0.16). Finally, repeating the same analysis in cells undergoing nitrogen depletion stress also revealed the same pattern (Figure S12 in File S5). In summary, the genes that are differentially expressed during metabolic stress are regulated during unstressed conditions by Ccr4 and Dhh1, which likely involves changes in mRNA stability.

Methods of carbon and nitrogen depletion differ between studies, as do other variables. For example, the study by Bradley *et al.* (2009), which was used as the data set for our analysis, depleted nutrients by transferring cells on membranes between different media conditions (in this case, nitrogen base plates replete of depleted of nutrients). To demonstrate that our conclusions are robust and not unique to any depletion technique or condition, we repeated our analysis using data sets from two other studies measuring gene expression changes during nutrient limitations (Figure S11C in File S5). One study that measured the response to nitrogen depletion shifted cells from liquid culture in nitrogen-containing to nitrogen-depleted medium (Gasch *et al.* 2000). Another measured changes in gene expression by shifting cells in rich (YPD) liquid media to medium lacking dextrose (Arribere *et al.* 2011). The latter condition is most like those used to grow cells in this work. Repeating the analysis using these other data sets lead to the same conclusion: the RIP-seq data correlated with the changes in gene expression during carbon and nitrogen starvation (Figure S11C in File S5). Thus, we found similar correlations between the RIP-seq targets and changes in gene expression from three different studies, suggesting that the correlations we identified are robust and not unique to any one depletion protocol, data set, or strain used to generate the expression data.

The identification of many mRNA targets associated with metabolic processes prompted us to investigate the relationship between mRNA decay machinery recruitment and changes in gene expression during the YMC. The YMC is a process in which budding yeast cells oscillate between the storage (reductive, nonrespiratory phase) and consumption (oxidative, respiration) of metabolites, which produces waves of gene expression that correlate with bursts of O_2_ utilization (Tu *et al.* 2005; Cai and Tu 2012). The overlap between the most highly enriched Ccr4 targets (top 10%) and mRNAs that were highly or lowly expressed during the YMC was calculated, a χ^2^ test was performed, and the p-values of the overlap were plotted *vs.* time (Figure 7E). The top Ccr4 targets significantly overlapped (p-value < 10^−4^) with the most highly expressed genes when cells decreased their O_2_ consumption during the nonrespiratory phase (Figure 7E, see time points 2, 14–15, and 26–28). Strikingly, as cells progressed out of a nonrespiratory phase and into the respiratory phase (increasing O_2_ consumption), the top Ccr4 targets significantly overlapped (p-value < 10^−4^) with the strongly repressed genes (bottom 10%) (Figure 7E, see time points 8–12, 19–24, 32, and 34–36). These patterns suggest that Ccr4 may target specific transcripts in response to metabolic signals that arise from a change in the redox or metabolic state of the cell. Comparing the overlap between Dhh1 targets and fluctuations in gene expression produced similar trends, although the level of overlap, based on p-values, was less extensive than those observed for Ccr4-associated transcripts (Figure S12A in File S5). In contrast, there was no significant overlap between Puf5 targets and the genes fluctuating during the YMC (Figure S12B in File S5). Interestingly, the Puf3 motif was overrepresented both among the top Ccr4 targets identified in our study (Figure 3B) and among the genes that showed peak expression during the transition from increased to decreased oxygen consumption (Tu *et al.* 2005). This suggests that Puf3, a protein shown to recruit Ccr4-Not to a single mRNA encoding a protein involved in regulating mitochondrial respiration, COX17, (Lee *et al.* 2010), regulates the association of Ccr4-Not with many transcripts during the YMC.

## Discussion

The integration of mRNA expression data (*e.g.*, microarrays) with transcription factor recruitment throughout the genome (ChIP-Chip or ChIP-seq) has been an important advance in our understanding the mechanisms of transcription regulation. For instance, correlating the binding of RNA polymerase II to genes with changes in mRNA levels has identified direct effects and provided deeper mechanistic insights into the process of gene transcription. In contrast to transcriptional regulators, which have been studied extensively, much less is known about the relationship between the binding of mRNA regulatory factors and the fate of mRNAs on a global scale. Our study identified the targets of three characterized mRNA decay factors, Ccr4, Dhh1, and Puf5, and these data were used to address their roles in the control of gene expression.

### Identifying mRNA targets of Ccr4 provides insights into its role in transcription and decay

The Ccr4-Not complex regulates mRNA levels by directly regulating synthesis in the nucleus and mRNA decay in the cytoplasm (Miller and Reese 2012). Expression profiling in Ccr4-Not mutants has been performed (Cui *et al.* 2008; Azzouz *et al.* 2009; Sun *et al.* 2013), but disentangling direct *vs.* indirect effects and attributing a change in mRNA levels to altered synthesis or decay is not trivial without a global map of Ccr4–mRNA interactions. We utilized existing genome-wide mRNA synthesis and decay rate data to illustrate that Ccr4 recruitment, and that of its binding partners Dhh1 and Puf5, correlated better with decay rather than synthesis. In fact, the highly enriched mRNAs displayed a lower synthesis rate overall. Considering that Ccr4-Not directly promotes elongation *in vitro* (Kruk *et al.* 2011; Babbarwal *et al.* 2014; Dutta *et al.* 2015), cross-links to active genes (Kruk *et al.* 2011; Venters *et al.* 2011; Gupta *et al.* 2016), and was first identified as a transcription factor (Collart 2003; Miller and Reese 2012), its anticorrelation to synthesis rates was surprising on the surface. However, an explanation for this observation is that Ccr4-Not is utilized more at lowly synthesized genes that are under greater elongation control.

Ccr4 is the main cytoplasmic deadenylase in eukaryotes and plays a global role in decay. Therefore, it might be expected that it is bound to nearly every mRNA. 

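In the Ccr4 IP, 3249 of 4642 tested mRNAs were higher than in the UT IP at an FDR under 1% without a cutoff on size, and 2740 with the 2-fold cutoff. The other 1393 mRNAs had no such call at any size. The absence of a call does not show that Ccr4 was absent from an mRNA, since an enrichment below the limit of detection at this depth would give none. At an FDR under 1%, 13 mRNAs were lower in the Ccr4 IP than in the UT IP. These numbers depend on the scaling and the reference: with TMM factors 396 mRNAs were higher and 553 lower, and against the UT input 1404 were higher and 18 lower.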

We found this not to be the case. There are a number of factors, some technical and others biological, which can explain this. Technically, the stringent 1% FDR filtering and imposition of a twofold cut off would exclude some mRNAs from the data set. A biological explanation is redundancy with the other deadenylase, Pan2. Comparison of the level of Ccr4 recruitment to the changes in gene expression in *ccr4*∆ and *pan2*∆ mutants showed that mRNAs that are not/lowly bound to Ccr4 are more strongly affected by the deletion of *PAN2* (Figure 5). This is highly suggestive of redundancy between these two deadenylases. There may be a contribution from deadenylation-independent decay pathways as well, such as exosome-mediated decay (Schmid and Jensen 2008).

### Analysis of decay factor targets does not support a widespread imprinting mechanism as a major mode of action to regulate mRNA levels

As stated above, decay factors such as Ccr4-Not, Dhh1, Xrn1, Lsm1, and Dcp2 cross-link to the promoters and open reading frames of highly transcribed genes (Lin *et al.* 2008; Kruk *et al.* 2011; Haimovich *et al.* 2013b; Faraji *et al.* 2016). These findings, along with others, have led to speculation that mRNAs could be imprinted with decay factors during transcription in the nucleus, where they mark mRNAs for post-transcriptional regulation and decay in the cytoplasm (Haimovich *et al.* 2013a; Reese 2013). Ccr4-Not is a good candidate to carry out this function, since it participates in both the synthesis and destruction of mRNAs (Miller and Reese 2012; Reese 2013; Collart 2016; Gupta *et al.* 2016). If the imprinting of Ccr4 onto mRNAs during transcription was an obligate step in the targeting of mRNAs for regulation in the cytoplasm, one might expect that Ccr4 would be loaded onto the vast majority of newly synthesized RNAs proportional to their synthesis; thus, Ccr4 recruitment would correlate positively with transcription rates. As discussed above, this was not the case. These results do not rule out the possibility that Ccr4-Not is loaded onto mRNAs cotranscriptionally and escorts them out into the cytoplasm, but once in the cytoplasm its binding to mRNAs may be subject to dynamic regulation driven by normal cellular cues and/or redistribution to specific mRNAs by sequence-specific mRNA-binding proteins.

A recent paper described a genome-wide map of Not1 targets (Gupta *et al.* 2016). The authors of that paper concluded that mRNAs are imprinted with Not1 in the nucleus, which affects the ultimate translation of the mRNA. This appears to apply to a subset of genes, such as those encoding ribosomal proteins. We found some similarities between the Ccr4 targets described here and Not1 targets identified in the other study. For example, both Ccr4 and Not1 associated with mRNAs with a Puf3 motif and were bound by other RBPs known to genetically or physically interact with Ccr4-Not (Gupta *et al.* 2016). Nonetheless, the correlation between the Ccr4 and Not1 RIP-seq data was weak (Spearman’s *R* = 0.11, Figure S13A in File S5), and our Ccr4 recruitment data more strongly correlated with global mRNA decay rates (*R* = 0.53) than the Not1 data did (*R* = 0.06) (see Figure 4 and Figure S13B in File S5). Additionally, we found a smaller number of overlapping (562 mRNAs) targets than anticipated, considering that the two proteins reside in the same complex and results indicate that Ccr4 must bind to Not1 to carryout mRNA decay (Basquin *et al.* 2012). Having said that, technical differences between the studies may explain this. Most notably, we used rapid formaldehyde cross-linking and detergents in the isolation step, which allows for more stringent determination of targets, and would prevent the redistribution of RBPs and inhibit degradation of mRNAs during isolation (Riley and Steitz 2013). As we have found to be the case for Dhh1, studies not using a cross-linking step (Hogan *et al.* 2008; Cary *et al.* 2015) identified far fewer targets than those that did [ours and that of Mitchell *et al.* (2013)]. Another significant difference is the proteins examined. We examined Ccr4 and Dhh1, proteins that form the nuclease module of the complex. It is possible that Not1 has a different behavior than the nuclease submodule subunits analyzed here. Gupta *et al.* (2016) demonstrated by immunofluorescence that Not1 staining is largely nuclear, while multiple studies have shown that Ccr4 and Dhh1 are predominantly cytoplasmic (Tucker *et al.* 2001; Fischer and Weis 2002; Mitchell *et al.* 2013). Furthermore, Ccr4 (and Dhh1) bind the N-terminus of Not1 and display different genetic interactions than those that bind to the C-terminus of Not1, such as Not5 (Collart 2003). Since there is the potential for heterogeneity among Ccr4-Not complexes in yeast and metazoans [for review see Miller and Reese (2012)], it is possible that separate pools of Not1 (with Not5 and others) are dedicated to global decay and imprinting.

### mRNAs highly enriched with decay factors are less likely to have high ribosome occupancy

A long-standing model for the fate of mRNAs is that they are partitioned into either the translatable or nontranslatable pool, with the latter category encompassing mRNAs that are stored in mRNPs or undergoing degradation (Teixeira *et al.* 2005; Parker and Sheth 2007). However, recently, the lines have become blurred. The processes of translation and decay is more intertwined than was initially thought, and some mRNA decay factors have also been implicated in regulating translation (Coller and Parker 2005; Chritton and Wickens 2010; Pelechano *et al.* 2015; Collart 2016; Gupta *et al.* 2016). In addition, decay factors and 5′ to 3′ decay intermediates have been detected among polyribosomes (Hu *et al.* 2009; Sweet *et al.* 2012; Pelechano *et al.* 2015; Preissler *et al.* 2015), suggesting that RNAs undergoing translation can be subjected to decay.

We found that decay factor recruitment negatively correlated with ribosome density. If deadenylation mostly occurred on polyribosomes, it would be expected that the recruitment of the major initiator of decay, Ccr4, would show a positive correlation with ribosome density. This was not the case. Furthermore, the mRNA targets of the decay factors analyzed here correlated with those targets of multiple proteins involved in decay and translational repression, and not those that promote translation. The relationship between decay factor recruitment and ribosome occupancy described here, and the correlations between the deadenylase and other repressors of translation, supports a model that deadenylation and translation of transcripts are in competition. It is important to note that our results do not eliminate the existence of cotranslational decay pathways. Additional studies are required to fully understand the relationship between translation and decay.

### Targeting of Ccr4 and Dhh1 to nutrient-regulated transcripts suggests that mRNA decay and/or translational repression are important for cells to respond to nutrient availability and environmental conditions

*CCR4* was initially identified as a regulator of *ADH2* and other nonfermentative growth genes (Denis 1984). This discovery provided the first evidence that Ccr4 plays an important role in the cell’s ability to adjust to carbon sources. Genetic studies have revealed that Ccr4 and Dhh1 are required for cells to survive nutrient starvation (Westmoreland *et al.* 2003, 2004; Bergkessel and Reese 2004), and the Dhh1 homolog from *Schizosaccharomyces pombe*, ste13+, regulates N_2_ starvation-induced entry into meiosis (Maekawa *et al.* 1994). Furthermore, Ccr4-Not and Dhh1 have been tied to the TOR pathway (Talarek *et al.* 2010; Laribee *et al.* 2015). Thus, there is previous genetic evidence that Ccr4-Not is an important regulator of the nutrient response. Our work has added to these observations and provided additional insights into how Ccr4 and Dhh1 regulate gene expression in response to nutrient levels. Ccr4 and Dhh1 associate with mRNAs that are normally repressed in rich media and induced by nutrient starvation. Significantly, these mRNAs are under the tightest control of these factors at the level of decay (*i.e.*, highly enriched and stabilized by deletion of the gene) (Figure 7, C and D). This suggests a logical model whereby Ccr4 and Dhh1 are recruited to these mRNAs when nutrients are rich to repress their expression by mediating the decay of these messages. However, as stated in other parts of this manuscript, Ccr4-Not regulates gene expression at the level of transcription, binds transcription factors, and is recruited to active genes. Therefore, its functions in the nutritional response are unlikely to be restricted to mRNA decay. However, analysis presented here, and that of others, presents a solid case that Ccr4 and Dhh1 are important for the cell to control nutrient-regulated genes, and that this involves regulation of the decay of the messages.

Typically, experiments are carried out under exaggerated conditions (*e.g.*, nutrient-rich *vs.* complete starvation), comparing two “static” conditions to amplify effects. Although contrasting nutrient-rich and -poor conditions is useful, understanding how yeast behave during the YMC has been suggested as a better way to capture the reprograming of metabolic pathways (Cai and Tu 2012). Thus, the more interesting result of our mapping study is the uncovering of the previously unknown relationship between Ccr4 and Dhh1 recruitment and the fluctuations of mRNAs during the YMC. We found that Ccr4 and Dhh1 are highly recruited to mRNAs that are repressed as cells move from the nonrespiratory phase into the respiratory phase (increasing O_2_ consumption). As mentioned in other sections of this manuscript, Ccr4-Not is targeted to specific mRNAs via RBPs. The Puf3 motif is overrepresented in the Ccr4-bound mRNAs (Figure 3) and also in those that fluctuate during the yeast YMC (Tu *et al.* 2005; Lee and Tu 2015). Puf3 immunoprecipitates with Ccr4, suggesting that a physical interaction between Puf3 and Ccr4-Not is important for deadenylase recruitment (Lee *et al.* 2010). Although Ccr4 and Dhh1 are bound to messages undergoing nutrient control, levels of Ccr4, Dhh1, or Puf5 proteins do not change under nutrient starvation conditions or when cells are grown in nonfermentable carbon sources (Figure S14A in File S5). Whether nutrient signals affect the recruitment of Ccr4-Not to mRNAs or regulate its activity remains to be tested. Not1, Not4, and Caf1 are phosphoproteins, and Not4 becomes phosphorylated in stressed cells (Lau *et al.* 2010) and Caf1 undergoes phosphorylation in carbon-starved cells (Moriya *et al.* 2001). We noticed that the mobility of Not4, a subunit of the complex, changed when cells were starved for carbon or grown in nonfermentable carbon sources (Figure S14B in File S5). Puf3p phosphorylation during the YMC and glucose starvation correlated with increased accumulation and decreased turnover of Puf3-targeted mRNAs (Tu *et al.* 2005; Miller *et al.* 2014; Lee and Tu 2015). Taken together, these observations raise the intriguing possibility that Ccr4-Not, and/or the proteins that recruit it to messages, are regulated by the nutritional status of the cell. Testing this hypothesis is worthy of comprehensive future studies, which are well beyond the scope of the work reported here.

The association of decay factors with specific messages in response to metabolic fluxes may be required to rapidly “clear” the cell of these mRNAs, allowing the cell to transition between phases of fermentation and respiration. In addition, recruitment of decay factors could sharpen peaks of gene expression to impart tighter temporal control over the YMC, similar to how changes in the decay and synthesis rates of cell cycle-regulated messages are important during the mitotic cell cycle (Eser *et al.* 2014). Previous genetic studies indicate that Ccr4 and Dhh1 are required for cells to survive stresses that affect the cell cycle (Westmoreland *et al.* 2003, 2004; Bergkessel and Reese 2004). Thus, the regulated targeting of decay factors to transcripts is likely to be important for cells to respond to and recover from stressful conditions.

## Supplementary Material

Supplemental material is available online at www.g3journal.org/lookup/suppl/doi:10.1534/g3.117.300415/-/DC1.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

# Supplementary material for: Genome-Wide Mapping of Decay Factor–mRNA Interactions in Yeast Identifies Nutrient-Responsive Transcripts as Targets of the Deadenylase Ccr4
**Source:** G3 (Bethesda). 2017 Nov 20;8(1):315–30. doi: 10.1534/g3.117.300415
**Supplement:** Supplementary file 6

**File S1:** spreadsheet RNA-seq count data

**File S2:** spreadsheet RIP-seq enrichment values

**File S3:** spreadsheet enrichment values at the ends and middle

**File S4:** GO Slim mapping results for Dhh1

How the deposited data were processed for this re-analysis (not part of the article)

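RNA bound to myc-tagged Ccr4, Dhh1 or Puf5, RNA from the same immunoprecipitation of untagged cells (UT IP) and input RNA of untagged cells were sequenced in cultures grown at 30°. There were 3 libraries for each IP and 2 for the input. The authors mapped SOLiD reads to the yeast genome and deposited the number of reads counted per RNA between mapped transcript ends, and per segment when each RNA was split by length into 3, as raw counts without normalization. The authors also deposited log2 enrichment values, the log2 ratio of each IP to the UT IP from edgeR's exact test under a Poisson model with a prior count of 1, averaged over the pairs of replicates that passed an FDR of 1%. These log2 values were used only for comparison, in the differences from the paper's values. The type of each RNA was taken from the authors' table. Of 4792 mRNAs, 4791 matched a locus tag of the RefSeq assembly GCF_000146045.2, which gave the gene symbols.

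Library totals ran from 20376517 to 23943342 counts, of which rRNA took 95.1% to 97.4%. The mean count of an mRNA over the 12 IP libraries had a median of 64.0.

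Counts were tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3. Library sizes were the totals over all rows and no TMM factors were applied, since the paper's methods name only a control for library size. The fit held all 12 IP libraries with the group as the only term, and RNAs passed edgeR's default filter. Adjusted p-values are Benjamini-Hochberg values over all RNAs tested in a comparison. Log2 enrichments used a prior count of 1, and the standard error of a log2 is its unshrunken estimate divided by the square root of F. Enriched RNAs had an FDR under 1% and a log2 over 1. For segments the library size was the total over the 3 segments, mRNAs needed a mean of at least 5 counts, and the cutoff on log2 was 2. For *DHH1*, the 5′ and middle segments were also summed and tested together, with the same filter. The difference between the ends was tested as an interaction of segment and group with the library as a block, at an FDR under 5%. Gene sets were tested with camera and fry of limma 3.58.1, with Benjamini-Hochberg adjustment over 5 sets and 3 factors. The sets were cytosolic and mitochondrial ribosomal proteins, by their symbols, and 3 lists of File S4. Shares of reads were compared with an exact permutation test in scipy 1.17.1, with pandas 2.3.3 and numpy 2.4.6 in Python 3.11.15. Plots were drawn with matplotlib 3.10.9.

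The mRNAs named are those that the text of the paper names as bound or regulated, the genes of the 3 tagged proteins, and for each factor the 3 enriched mRNAs with the highest log2 among those with a mean of at least 50 counts and every IP library above every UT IP library. For the difference between the ends the same rule gave 2 mRNAs per factor.

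Because the factors share the UT IP libraries, 20 sets of libraries without enrichment, and 20 with one fold change for all mRNAs, were simulated. The UT IP libraries of each set were simulated as well and shared by its factors. The steps were tested on simulated data. For tests of single RNAs, 200 RNAs had a log2 change of 2.5. The test of whole RNAs recovered 99% of them with 2 false calls among 4921 RNAs. The test within a segment recovered 95% with 1 false call, and the interaction test 74% with 4 false calls, each among 4249 RNAs. Calls within a segment were scored here at a log2 over 1, not at the cutoff of 2. Both segment simulations used 1 fixed spread between replicates in place of that estimated from the data. For gene sets, 1 of 5 sets was shifted by a log2 of 1, and camera called it and none of the others at an unadjusted p under 0.01, over 4642 mRNAs.

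Alternatives covered scaling (TMM factors, totals over mRNAs, totals without rRNA, DESeq2 1.42.0 with its size factors), filters on counts, cutoffs, the UT input as reference, a Poisson exact test on pairs of replicates with 3 rules for combining them (2 of these looked at only after the data were seen), other correlation measures and controls, a block for the replicate number, and leaving out each library. UTRs, motifs, gene lengths and the data sets of other studies were not analysed here.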

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

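The tests of explanations given in this part were all chosen after the results were seen.

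The *DHH1* mRNA (YDL160C) differed between the groups. In a direct comparison of the Dhh1 IP with the Puf5 IP, its log2 difference was -1.62 (adjusted p = 4.6e-07 from edgeR's quasi-likelihood test). It had 210 to 296 counts per Dhh1 IP library, 610 to 980 per Puf5 IP library and 234 to 252 per UT IP library. Over the UT IP its log2 enrichment was 0.14 in the Dhh1 IP (adjusted p = 0.487 from edgeR), higher than that of 2.95% of the tested mRNAs, and 1.76 in the Puf5 IP (adjusted p = 2.5e-08 from edgeR). If a loss of reads from the 3′ segment by the epitope tag were the whole cause, the 5′ and middle segments of *DHH1* would be enriched in the Dhh1 IP like those of other mRNAs. Their joint log2 enrichment was 0.10 (standard error 0.19), against a median of 0.81 over 4622 mRNAs, which excludes it as the whole cause. The 3′ segment itself had 50 to 85 counts per Dhh1 IP library against 59 to 70 per UT IP library, a log2 of 0.23 against a median of 1.14, so a loss of part of its reads stays open. In the Puf5 IP the log2 ratio of the 3′ segment was 2.96 (352 to 588 counts per library). The scaling did not produce the difference, since with TMM factors the log2 enrichment was -0.79 in the Dhh1 IP and 1.16 in the Puf5 IP. A lower level of the tagged *DHH1* mRNA itself stays open, because no input of the tagged strains is used here. A difference in binding between Dhh1 and Puf5 also stays open, as untested.

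The excess of enrichment at the 3′ end over the 5′ end also differed between the groups. In a test of the difference itself, 50 mRNAs had a lower ratio of 3′ to 5′ enrichment in the Dhh1 IP than in the Puf5 IP and 2 a higher one (edgeR, FDR under 5%). Between the Ccr4 IP and the Puf5 IP the numbers were 25 and 2. Between the Ccr4 IP and the Dhh1 IP no mRNA passed in either direction. At an unadjusted p under 0.05, 78 mRNAs had a lower ratio in the Ccr4 IP than in the Dhh1 IP and 145 a higher one. A low share of 3′ reads in the UT IP, where 29.8% of mRNA reads lay in the 3′ segment against 34.5% in the UT input, would raise the 3′ enrichment of every factor. Against the UT input, the share in the 3′ segment was 5.87 percentage points higher in the Puf5 IP and 3.95 in the Ccr4 IP. Both gaps lay beyond the spread of the libraries. With only 2 inputs, they argue against a low share in the UT IP as the whole cause but do not exclude it. Per mRNA, the median log2 difference between the ends fell from 0.61 over the UT IP to 0.32 over the UT input for Puf5. For Ccr4 it fell from 0.41 to 0.14, with 8 mRNAs called toward the 3′ and 5 toward the 5′ segment. For Dhh1 the share was 1.05 percentage points above the UT input, close to the SD of 1.00 between the 2 inputs. The median of each mRNA's own 3′ share was 35.8% in the Dhh1 IP against 34.0% in the UT input, a gap beyond the SD of 0.171 between the inputs. With only 2 inputs and measures that disagree, a low 3′ share of the UT IP and an excess in the Dhh1 IP cannot be told apart for this factor. The comparison of the Dhh1 IP with the Puf5 IP does not use the UT IP. A difference in fragment length between the libraries was not tested, and a difference in where the proteins bind stays open.

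RNAs other than mRNAs were enriched in the Ccr4 IP, in data that the text of the paper does not discuss by class. There were 104 of them, among them 47 tRNAs, 42 RNAs of Ty elements, 5 other noncoding RNAs or pseudogenes, 4 ARS transcripts, 3 snoRNAs and 3 telomeric transcripts. A level in the UT IP far below the input would raise these RNAs over the UT IP alone. Of the 104, 6 were also enriched over the UT input, against 1121 of the 2740 enriched mRNAs. For tRNAs, Ty elements and ARS transcripts it was 2 of 93, and the median log2 ratio of the UT IP to the UT input was -1.95 for 108 tRNAs, -1.02 for 69 Ty elements and -1.64 for 9 ARS transcripts, against -0.40 for mRNAs. This is consistent with a low level in the UT IP for these classes. For the other noncoding RNAs or pseudogenes, 4 of 5 were also enriched over the UT input, and their median ratio was -0.19, which argues against it. For snoRNAs (-0.21) and telomeric transcripts (-0.27) the UT IP was not lower than for mRNAs, but with 3 enriched RNAs each the question stays open. Sharing of reads between near-identical copies of tRNAs or Ty elements was not tested. No biological explanation was tested.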

How the results depend on the processing

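Apart from the settings said below to be chosen after seeing the data, the alternatives were set before the data were examined. Some of them also served as tests of explanations: TMM factors, the UT input as reference and a different UT IP library for each factor. These settings were planned, and only their use as tests of explanations was chosen after the results were seen. Where a value changed, the cause was not tested unless stated. Over 28 results for single mRNAs, 389 alternative values were computed: 324 stayed on the same side of the threshold, 56 were weaker, 3 stronger and 6 reversed. The 47 other results had 456 alternative values, of which 270 did not change, 179 moved, 1 was weaker, 1 stronger and 5 reversed.

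Scaling moved the numbers of enriched RNAs most for Ccr4 and Dhh1, and a 4-fold cutoff for Puf5. Each alternative scaling removes part of the shift common to mRNAs. For Ccr4, Dhh1 and Puf5, in this order, the numbers enriched and lower were 2844, 1841 and 866 against 4, 4 and 25. TMM factors gave 277, 56 and 219 against 270, 55 and 79, and all of the enriched ones were among those of the main setting. DESeq2 with its size factors gave 279, 69 and 240 against 322, 63 and 95. Library totals over mRNAs gave 769, 157 and 278 against 68, 26 and 63, and totals without rRNA 746, 218 and 352 against 73, 24 and 52. The UT input as reference gave 1173, 137 and 227 against 52, 53 and 93. A 4-fold cutoff gave 627, 156 and 166. Without a filter on counts (2871, 1839 and 865), with a mean of at least 20 counts (2590, 1726 and 833) and with only the 2 groups compared (2713, 1849 and 759), the numbers stayed within 1.5 times. Leaving out each library gave 2388 to 2936, 1298 to 1804 and 628 to 930.

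The share of Dhh1-enriched RNAs also enriched in the Ccr4 IP, 86.9%, was 73.2% with TMM factors, 80.3% with totals over mRNAs, 71.6% without rRNA, 63.8% with DESeq2, 83.9% with only the 2 groups compared, 82.5% against the UT input and 76.9% with a 4-fold cutoff. It ran from 79.5% to 88.4% over the 9 fits that each left out a library. The share for Puf5, 83.7%, was in the same order 23.7%, 48.2%, 45.2%, 25.8%, 79.2%, 57.3% and 48.8%. It was 86.1% at an FDR under 5%, and 76.9% to 84.9% with each library left out.

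The share of mRNAs among Ccr4-enriched RNAs, 96.3%, was 98.2% with TMM factors, 98.0% both with totals over mRNAs and without rRNA, 98.6% with DESeq2, 99.5% against the UT input and 95.1% with a Poisson exact test on 2 of 3 replicates at a time. For Dhh1 it was 96.4% with TMM factors, 98.7% with totals over mRNAs, 97.1% with DESeq2, 100% against the UT input, 92.9% with a 4-fold cutoff and 97.0% with the Poisson test, and 97.4% to 98.5% with each library left out. For Puf5 it was 99.1% with TMM factors, 99.2% with DESeq2, 99.6% against the UT input, 95.8% with a 4-fold cutoff and 95.8% with the Poisson test. A Poisson test with another rule for combining replicates, picked from 3 rules after seeing the data because it gave the paper's numbers of enriched RNAs, gave 95.1% for Ccr4 and 96.1% for Puf5, and a share of Puf5-enriched RNAs also enriched in the Ccr4 IP of 86.1%.

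The correlation of the Ccr4 and Dhh1 enrichments, 0.67, was 0.62 with a prior count of 5, 0.71 over mRNAs with an FDR under 1%, 0.69 over mRNAs with a mean of at least 100 counts, 0.61 against the UT input and 0.31 with disjoint controls, and 0.64 to 0.71 with each library left out. For Ccr4 and Puf5, 0.51, it was 0.54 by Spearman's method, 0.46 with a prior count of 5, 0.40 at an FDR under 1%, 0.45 against the UT input and 0.24 with disjoint controls, and 0.48 to 0.56 with each library left out. For Dhh1 and Puf5, 0.61, these were 0.65, 0.57, 0.47, 0.55 and 0.23, and 0.59 to 0.67. Disjoint controls lower the values by construction, as they remove noise that the factors share and use 1 library for each. With 1 UT IP library for both factors, chosen after seeing the data, the values were 0.78, 0.66 and 0.75 for these pairs. This raises them by construction, as the factors then share more noise.

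All correlations with input abundance stayed negative. Those against the UT input do so in part by construction, since the same inputs set both the enrichment and the abundance. The values over mRNAs with an FDR under 1%, or with a mean of at least 100 counts in the IP libraries, are more negative in part by construction, since mRNAs low in the input pass these filters more often when enriched. With the filter of 100 counts set on the inputs, chosen after seeing the data, r was -0.36 for Ccr4, -0.33 for Dhh1 and -0.17 for Puf5. For Ccr4, -0.44, r was -0.34 with a prior count of 5, -0.54 over mRNAs with an FDR under 1%, -0.49 with a mean of at least 100 counts and -0.37 against the UT input. For Dhh1, -0.32, these were -0.19, -0.66, -0.41 and -0.22, with -0.32 to -0.29 when each library was left out. For Puf5, -0.18, they were -0.10, -0.45, -0.29 and -0.11, with -0.20 by Spearman's method and -0.20 to -0.16 with each library left out.

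The numbers of mRNAs over 4-fold in the 5′, middle and 3′ segments were 420, 523 and 981 for Ccr4, 116, 156 and 385 for Dhh1 and 68, 134 and 390 for Puf5. TMM factors gave 37, 66 and 65, then 7, 10 and 4, then 40, 66 and 92, so the 3′ segment no longer led for Ccr4 and Dhh1. Totals over mRNAs gave 64, 100 and 250, then 9, 15 and 43, then 32, 63 and 172. A mean of at least 20 counts in every segment gave 105, 143 and 355, then 23, 22 and 117, then 28, 55 and 183, with fewer mRNAs tested. A 2-fold cutoff gave 1326, 1388 and 2111, then 503, 574 and 1288, then 157, 307 and 919. For Dhh1 the fits that each left out a library gave 53 to 134, 90 to 180 and 250 to 426, the lowest of each without Dhh1 IP replicate 1.

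The number of mRNAs with a more enriched 3′ segment, 215 for Ccr4, was 31 with TMM factors per segment, 8 against the UT input and 80 with only the 2 groups compared, and 100 to 161 with each library left out. It was 100 without Ccr4 IP replicate 1, 132 without UT IP replicate 1 and 125 without UT IP replicate 2. For Dhh1, 78, it was 0 with TMM factors, with 235 mRNAs toward the 3′ and 231 toward the 5′ segment at an unadjusted p under 0.05. It was 0 against the UT input, with 175 and 120 at an unadjusted p under 0.05. With Dhh1 IP replicates 1, 2 and 3 left out in turn it was 5, 14 and 7, and with those of the UT IP 28, 33 and 31. For Puf5, 454, it was 71 with TMM factors and 116 against the UT input, and 285 to 431 with each library left out, the lowest without Puf5 IP replicate 1. The share of mRNA reads in the 3′ segment was 36.4% for Ccr4 and 35.8% for Dhh1 as the median of each mRNA's own share, and 36.0% for Dhh1 without the 50 mRNAs with the most counts. The lowest squared correlation between replicates, 0.937, was 0.810 over mRNAs and 1.00 with the rRNA, which by its counts sets the value.

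Cytosolic ribosomal proteins lay below other mRNAs in camera and above the UT IP in fry, with adjusted p-values of 0.00660, 1.6e-05 and 0.000102 for Ccr4, Dhh1 and Puf5. Fry tests against no change, so the common shift of mRNAs sets its direction. Mitochondrial ribosomal proteins in the Puf5 IP also reversed in fry (adjusted p = 0.000102) and in camera with TMM factors (adjusted p = 0.327). Camera with TMM factors gave an adjusted p of 0.0195 for cytosolic ribosomal proteins in the Puf5 IP.

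The enrichment of *DHH1* in the Dhh1 IP, 0.14, reversed to -0.79 with TMM factors, -0.52 with totals over mRNAs, -0.46 without rRNA, -0.81 with DESeq2 and -0.27 against the UT input. Its enrichment in the Ccr4 IP, 1.14, was -0.049 with DESeq2. *HO* in the Dhh1 IP passed the 2-fold cutoff in 3 of 6 fits that each left out a library, with values from 0.83 to 1.08.

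Libraries of different groups with the same replicate number did not deviate together, with 18 correlations of their deviations from the group means between -0.04 and 0.05, so the numbers do not pair the samples. A replicate block gave 2856, 1852 and 856 enriched RNAs. With it, the correlation of the Ccr4 and Dhh1 enrichments was 0.69, the correlations with input abundance were -0.36 for Dhh1 and -0.21 for Puf5, 51 mRNAs had a more enriched 3′ segment in the Dhh1 IP, and the adjusted p of mitochondrial ribosomal proteins in the Dhh1 IP was 0.0744.

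The correlation with gene length and the test of Puf motifs were not run, because no gene lengths or genome of the build were used here. Depth limits single mRNAs within segments: in simulated data the interaction test recovered 74% of 200 changed RNAs, and 98.3% of the 58 with at least 20 counts.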

Differences from the paper's values

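The correlation across mRNAs between the enrichments of Ccr4 and Dhh1 was 0.67, and the paper's value is about 0.76 in Fig. 2A, read by eye. None of the alternatives set before the data were examined closed this gap, the closest being 0.71 without UT IP replicate 1.

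For Dhh1 and Puf5 the correlation was 0.61, and the paper's value is about 0.69 in Fig. 2A, read by eye. Of the alternatives set before the data were examined, only the fit without UT IP replicate 3 came within the replicate SD of the paper's value, with 0.67. The other alternatives did not.

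For Ccr4 and Puf5 the correlation was 0.51, and the paper's value is about 0.61 in Fig. 2A, read by eye. The paper's text states that the correlations were over 0.6, and 0.51 is below this bound. None of the alternatives set before the data were examined closed either gap, the closest being 0.56 without UT IP replicate 1. With 1 UT IP library for both factors, an alternative chosen after seeing the data that raises a correlation through shared noise, the values were 0.66 for this pair, 0.78 for Ccr4 and Dhh1 and 0.75 for Dhh1 and Puf5.

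The enrichment values that the authors deposited hold a number only for RNAs past their FDR. Over the RNAs with a value for both factors, these authors' values gave a correlation of 0.76 for Ccr4 and Dhh1 (3512 RNAs), 0.69 for Dhh1 and Puf5 (2319 RNAs) and 0.61 for Ccr4 and Puf5 (2331 RNAs). Over mRNAs alone the authors' values gave 0.74, 0.63 and 0.56.

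The numbers of enriched RNAs, 2844, 1841 and 866, were each within 1.5 times the paper's 3157, 2262 and 1241. For Puf5 this bound was missed with only the 2 groups compared (759) and without Puf5 IP replicate 1 (628) or 3 (677). It was also missed without UT IP replicate 1, 2 or 3 (744, 735 and 775). For Dhh1 it was missed without Dhh1 IP replicate 1 (1298). A Poisson exact test on 2 of 3 replicates at a time, set before the data were examined and asking for a log2 over 1 and an FDR under 1% in at least 2 of the 3 combinations, gave 3057, 2130 and 1159. After these values were seen, 3 rules for combining the replicates were compared. Taking the mean log2 over the combinations past the FDR, the numbers were 3321, 2557 and 1600 with at least 1 such combination, and 3157, 2262 and 1241 with at least 2. The last rule joins 2 conditions that the paper states, but it was picked because it gave the paper's numbers, so this match is not an independent result. It left 1013 RNAs enriched in the Ccr4 IP alone, 918 of them mRNAs. In the quasi-likelihood fit these numbers were 1116 and 1050. The paper's value is about 1000 mRNAs.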

Other observations

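The tests of explanations given in this part were all chosen after the results were seen.

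Much of the enrichment over the UT IP in the Ccr4 and Dhh1 IPs was common to most mRNAs. Libraries simulated with the same fold change for every mRNA, equal to the observed median, gave a mean of 3290 enriched RNAs for Ccr4, 1561 for Dhh1 and 195.4 for Puf5, over 20 simulations each. A common shift could therefore give numbers near those observed for Ccr4 and Dhh1, but not the 866 RNAs of Puf5. A common shift is not the whole difference for any factor. After TMM factors removed it, 547 RNAs in the Ccr4 IP, 111 in the Dhh1 IP and 298 in the Puf5 IP were still over 2-fold higher or lower at an FDR under 1%. Fewer rRNA reads in an IP would raise every other RNA alike. The median log2 ratio of snoRNAs was 0.18 in the Ccr4 IP, -0.20 in the Dhh1 IP and -0.81 in the Puf5 IP, below the medians of mRNAs, which argues against this as the whole cause.

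The UT IP libraries that the factors share raise the correlations between factors. With a different UT IP library for each factor, the correlation was 0.31 for Ccr4 and Dhh1, 0.24 for Ccr4 and Puf5 and 0.23 for Dhh1 and Puf5. Libraries simulated without any trend gave between -0.03 and 0.02 with such controls, so noise of shared libraries is not the whole source of these correlations. With the shared controls, however, the 0.51 of Ccr4 and Puf5 lay within the simulated 0.47 to 0.52, so that value alone gives no evidence of a correlation beyond the controls. The 0.51 also lay below the mean of 0.54 simulated with the same fold change for every mRNA. Neither simulation excludes a correlation, since the simulated enrichments held no differences between mRNAs beyond noise. A pattern common to all UT IP libraries, which different libraries do not remove, stays open for every pair.

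Noise of mRNAs with few counts was tested as the source of the negative correlation with input abundance. Over 1110 mRNAs with a mean of at least 100 counts in the inputs, which do not enter the enrichment, r was -0.36 for Ccr4, -0.33 for Dhh1 and -0.17 for Puf5. The lowest r in libraries simulated without a trend was -0.02. Both results argue against this noise as the whole source.

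Each comparison of an IP with the UT IP has 10 splits of its 6 libraries into 3 and 3, so the share of splits with a result as large is never under 0.1. Calls in either direction were counted in each split. They were RNAs over 2-fold, mRNAs over 4-fold in the 5′, middle and 3′ segments, and mRNAs with a difference between the ends. For each factor, 1 of the 10 splits, the real one, gave as many of each. The most in any other split was 1 RNA over 2-fold, for Dhh1, and 1 mRNA with a difference between the ends, for Ccr4. For the 5 gene sets, 3 of the 10 splits for Ccr4, 9 for Dhh1 and 4 for Puf5 gave as many sets past an FDR of 5% with camera. These shares alone do not settle chance, since 10 splits are too few, and a split that mixes the groups carries their difference into its spread. For the numbers of enriched RNAs, libraries simulated without enrichment gave at most 1 call per factor, which argues against chance variation between replicates as their source. For the numbers of gene sets, chance in the division of the libraries and the tagged protein cannot be told apart.

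The *COX17* mRNA (YLL009C) had 47 to 214 counts per Ccr4 IP library against 2 to 20 in the UT IP, a log2 enrichment of 3.10 (standard error 0.52, adjusted p = 7.3e-06 from edgeR). It ran from 2.04 to 3.74 with each library left out. Its log2 was 1.40 in the Dhh1 IP (adjusted p = 0.0199 from edgeR) and 0.61 in the Puf5 IP (adjusted p = 0.373 from edgeR). The *ADH2* mRNA (YMR303C) had 1 to 12 counts per IP library of the tagged strains and 1 to 7 in the UT IP, too few to be tested. The *CCR4* mRNA (YAL021C) had a log2 enrichment of 1.72 in the Ccr4 IP, 0.95 in the Dhh1 IP and 0.68 in the Puf5 IP. The mRNA of *PUF5*, listed as *MPT5* (YGL178W), had 13 to 36 counts per Puf5 IP library against 6 to 8 in the UT IP, a log2 of 1.79 (adjusted p = 0.00332 from edgeR). This call was lost in 4 of the 6 fits that each left out a library.

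Telomeric transcripts (14 RNAs, for which the sharing of reads between copies was not tested) had a median log2 ratio of 1.14 in the Puf5 IP, 0.86 in the Ccr4 IP and 0.38 in the Dhh1 IP. With TMM factors these medians were 0.55, -0.21 and -0.54.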
